# Multiple Molecular Pathways Are Influenced by Progranulin in a Neuronal Cell Model–A Parallel Omics Approach

**DOI:** 10.3389/fnins.2021.775391

**Published:** 2022-01-06

**Authors:** Babykumari P. Chitramuthu, Víctor R. Campos-García, Andrew Bateman

**Keywords:** progranulin, FTD, CNS, RET, cell model, ALS, neurodegeneration, ceramides

## Abstract

Progranulin (PGRN) is critical in supporting a healthy CNS. Its haploinsufficiency results in frontotemporal dementia, while in experimental models of age-related neurodegenerative diseases, the targeted expression of PGRN greatly slows the onset of disease phenotypes. Nevertheless, much remains unclear about how PGRN affects its target cells. In previous studies we found that PGRN showed a remarkable ability to support the survival of NSC-34 motor neuron cells under conditions that would otherwise lead to their apoptosis. Here we used the same model to investigate other phenotypes of PGRN expression in NSC-34 cells. PGRN significantly influenced morphological differentiation, resulting in cells with enlarged cell bodies and extended projections. At a molecular level this correlated with pathways associated with the cytoskeleton and synaptic differentiation. Depletion of PGRN led to increased expression of several neurotrophic receptors, which may represent a homeostatic mechanism to compensate for loss of neurotrophic support from PGRN. The exception was RET, a neurotrophic tyrosine receptor kinase, which, when PGRN levels are high, shows increased expression and enhanced tyrosine phosphorylation. Other receptor tyrosine kinases also showed higher tyrosine phosphorylation when PGRN was elevated, suggesting a generalized enhancement of receptor activity. PGRN was found to bind to multiple plasma membrane proteins, including RET, as well as proteins in the ER/Golgi apparatus/lysosome pathway. Understanding how these various pathways contribute to PGRN action may provide routes toward improving neuroprotective therapies.

## Introduction

Neurodegenerative diseases of aging are a leading cause of death, disability, and dependency (Erkkinen et al., 2018). The importance of progranulin (PGRN) in maintaining the health of the aging brain is well established (Chitramuthu et al., 2017a). For example, a genome-wide association study identified *GRN* (the gene for PGRN) as the second most prominent locus conferring resilience against age-related deterioration of the cerebral cortex (Rhinn and Abeliovich, 2017). Clinically, heterozygous non-sense mutations of *GRN* that result in a loss of 50% of PGRN mRNA, cause FTD-GRN, a form of frontotemporal dementia that results from a progressive cortical atrophy and is, at present, almost always lethal (Baker et al., 2006; Cruts et al., 2006). FTD-GRN is a TDP-43 proteinopathy, that is, it is characterized by the accumulation of intracellular inclusions of ubiquitinated and phosphorylated C-terminal fragments of transactive response DNA binding protein 43 kDa (TAR DNA-binding protein 43 or TDP-43). Other important TDP-43 proteinopathies include amyotrophic lateral sclerosis (ALS) (Neumann et al., 2006), limbic-predominant age-related TDP-43 encephalopathy (Nelson et al., 2019), and traumatic encephalopathy (McKee et al., 2010). Missense mutations of *GRN* have been identified in diseases other than FTD, including ALS (Schymick et al., 2007; Sleegers et al., 2008; Cannon et al., 2013) and Alzheimer’s Disease (Brouwers et al., 2008), although these are rare. Moreover, some variants of the *GRN* gene act as modifiers of ALS progression, reducing the age of onset of the disease and shortening survival (Sleegers et al., 2008). Occasionally both alleles of *GRN* are mutated, leading to the complete loss of PGRN mRNA and resulting in a lysosomal storage disorder called neuronal ceroid lipofuscinosis (NCL) (Smith et al., 2012). GRN-related NCL is clinically distinct from FTD, but it is highly likely that milder defects in autophagy and lysosome function contribute to FTD-GRN pathology (Gotzl et al., 2014). The role of *GRN*-deficiency in FTD has prompted interest in the development of PGRN-based therapies by, for example, increasing PGRN levels in the brain (Arrant et al., 2017, 2018; Miyakawa et al., 2020), or promoting read-through of *GRN* non-sense mutations (Frew et al., 2020; Kuang et al., 2020).

Just as loss of PGRN is detrimental to brain health, enhanced expression of PGRN in the central nervous system (CNS) protected against the onset of several pathological phenotypes, at least in experimental models (Chitramuthu et al., 2017a). Thus, in mice, increased PGRN expression improved the NCL-like phenotype of PGRN knockout mice (Arrant et al., 2018), inhibited the onset of disease-like phenotypes in TDP-43-related ALS (Beel et al., 2018), as well as pathologies that are not related to TDP-43, such as genetic models of Alzheimer’s disease (Minami et al., 2014; Van Kampen and Kay, 2017), and chemically induced Parkinson’s disease (Van Kampen et al., 2014). In addition to a protective action in chronic neurodegenerative conditions, PGRN stimulated neuronal regeneration and reinnervation following acute peripheral nerve injury (Altmann et al., 2016) and exerted a protective action during acute cerebral ischemia (Kanazawa et al., 2015, 2019). Clearly, therefore, PGRN exerts a remarkably broad spectrum of protection across proteinopathy boundaries and in both chronic neurodegenerative diseases and acute neuronal injury.

Progranulin has multiple biological actions. It is neurotrophic (Van Damme et al., 2008; Ryan et al., 2009), it down-regulates microglial neuroinflammation (Martens et al., 2012), and it influences both lysosomal activity (Kao et al., 2017; Paushter et al., 2018; Elia et al., 2019) and autophagy (Chang et al., 2017; Elia et al., 2019; Doyle et al., 2021). Understanding how PGRN affects neuronal biology will provide insights into brain aging and resilience against neurodegeneration. Here we sought to employ a simple, readily accessible, cellular model to investigate how PGRN expression influences structural and molecular phenotypes. We have shown previously that cultures of the neuron-like cell line, NSC-34 modified to over-express PGRN, remained alive and in a differentiated state for at least 90 days in the complete absence of serum, whereas under the same serum-free conditions unmodified NSC-34 cells died within less than 10 days (Ryan et al., 2009). The ability of PGRN to support the survival of NSC-34 cells for months in the absence of any exogenous trophic support suggests that these cells are highly responsive to PGRN and may be a useful *in vitro* model for investigating cellular, molecular and biochemical aspects of PGRN action. NSC-34 cells were derived by the fusion of primary embryonic motor neurons with a neuroblastoma cell line (Cashman et al., 1992), and display many physiological properties of motor neurons, including the expression of neurofilament proteins, generation of action potentials, storage and release of acetylcholine, and induction of myotubular clustering of acetylcholine receptors (Cashman et al., 1992; Durham et al., 1993; Maier et al., 2013). They have, in addition, been widely used to study ALS-like TDP-43 neurotoxicity (Yang et al., 2010; Colombrita et al., 2012; Lu et al., 2012; Smethurst et al., 2016; Moujalled et al., 2017; Tian et al., 2017; Chen T. et al., 2018; Maurel et al., 2018; Salvatori et al., 2018; Hicks et al., 2020). PGRN is intimately involved in motor neuron function. In a semi-quantitative assessment motor neurons in the brain (pontine gray matter) and the spinal cord displayed the highest neuronal PGRN expression (Ryan et al., 2009) and PGRN is neurotrophic for motor neurons in primary tissue culture (Van Damme et al., 2008). In zebrafish, PGRN modulates the outgrowth and branching of primary motor neurons (Chitramuthu et al., 2010) and protects them from axonopathy caused by genes associated with motor neuron diseases including TDP-43 (Laird et al., 2010; Chitramuthu et al., 2017b), FUS (fused in sarcoma) (Chitramuthu et al., 2017b) and SMN1 (survival motor neuron 1) (Chitramuthu et al., 2010). It significantly delays the onset of TDP-43-dependent ALS-like phenotypes in mice (Beel et al., 2018). Here we have undertaken a series of parallel molecular analyses to identify how PGRN expression, or its depletion, affects the properties of NSC-34 motor neuron-like cells. The effect of PGRN insufficiency on the transcriptome of FTD-GRN brains has been reported at autopsy (Chen-Plotkin et al., 2008), or in Grn–/– mice (Chang et al., 2017). These analyzes, however, reflect late-stage events beyond the window of potential therapeutic intervention, and occur in a complex cellular environment where it is often difficult to assign observed effects to specific cells. Distinguishing effects that are the result of PGRN depletion itself from those that are secondary responses in reaction to the damage caused by PGRN depletion is not always clear. Moreover, the pathology of brains from Grn–/– mice differs from that of human FTD-GRN, and appears closer to NCL (Ahmed et al., 2010), while GRN+/− mice, that genocopy human FTD-GRN, show only mild phenotypes that are not fully representative of the human disease (Filiano et al., 2013). Cell-autonomous transcriptional analyses of PGRN insufficiency phenotypes have been performed using shRNA to diminish PGRN expression in primary human neural stem cells, where several pathways were affected (Rosen et al., 2011), whereas no transcriptional effect of GRN depletion was observed in induced pluripotent stem cell (iPSC)-derived neurons with GRN expression reduced by siRNA (Robin et al., 2020). The NSC-34 model allows the analysis of both PGRN insufficiency and elevated PGRN expression in a neuron-related cell that is highly dependent on intrinsic PGRN expression for survival and the maintenance of its neuronal phenotype.

## Materials and Methods

### Cell Culture, Transfection, and Validation

NSC-34 cells were used as previously described (Ryan et al., 2009) and were the gift of Dr. Heather Durham, (Montreal Neurological Institute, Montreal, QC). MDA-MB-468 cells were obtained from ATCC. Cells were grown in a 5% CO_2_ incubator at 37°C. NSC-34 cells were maintained in DMEM with 10% fetal bovine serum (FBS) (Cashman et al., 1992). MDA-MB-468 cells were maintained in DMEM with 10% FBS. Stable transfectants that express human PGRN (NSC-34 and MDA-MB-468 cells), were generated by transfection with human PGRN (pcDNA3-hPGRN) or pcDNA3 for empty vector control transfections. Cells were transfected using Lipofectamine (Invitrogen) and selected with G418 (400 μg/ml) for 4–6 weeks according to manufacturer’s instructions. To generate cells that stably express ShRNA-mPGRN, NSC-34 cells were transfected with shRNA constructs that were designed by OriGene Technologies using murine *Grn* specific 29 nucleotide stretches within the coding region. NSC-34 cells were seeded onto 6 well plates and then transfected with shRNA-mPGRN (pRS/shPGRN), or control vector (pRS vector alone, Origene Technologies), using Fugene (Roche) when the cultures were 80% confluent. Stable transfectants were selected by culturing in medium containing puromycin (7 μg/ml) (Invitrogen) for 6 weeks according to manufacturer’s instructions. To prevent phenotypic drift, stocks of the original transfectants were frozen in liquid N_2_ and reanimated at regular intervals.

### Reverse Transcription Polymerase Chain Reaction Analysis

Total RNA was isolated using Trizol reagent (Invitrogen). cDNA synthesis was performed with Revert-aid reverse transcriptase (Thermo Scientific). Human and mouse PGRN specific primer sets were designed to amplify species specific products. See Supplementary Table 1 for the sequences of the PCR primers. The polymerase chain reaction (PCR) program consisted of denaturation for 2 min at 94°C; 35 cycles at 94°C, 30 s; 55°C, 30 s; 72°C, 30 s; and a final extension of 5 min at 72°C. PCR was performed using Taq DNA Polymerase (Bio-Basic).

### Western Blot Analysis

Radioimmunoprecipitation assay (RIPA) buffer (Sigma) mixed with Complete Protease inhibitor Cocktail (Roche Applied Science, 1 tablet for 7 ml buffer) was used to lyse and extract proteins from NSC-34 cells. Protein lysates were incubated on ice for 5 min, briefly sonicated and centrifuged at 13,000 rpm for 15 min at 4°C. Supernatants were quantified for protein content and equal amounts were mixed with 2× sample buffer, boiled for 5 min and resolved on a 10% SDS-PAGE gel. Proteins on the gel were transferred onto a nitrocellulose membrane and blocked over-night with membrane blocking agent (GE Healthcare) or non-fat milk (Thermo Scientific) at 4°C. The blots were incubated with 1:250 anti-human PGRN polyclonal antibody (rabbit anti-human PGRN generated in our laboratory) or 1:10000 anti-human PGRN (R&D system) for 1 h in blocking buffer followed by extensive washing. After incubating with an anti-rabbit or anti–mouse IgG-horseradish peroxidase (HRP)-conjugated secondary antibody (diluted 1:4,000) at room temperature for 1 h and blots were visualized using enhanced chemiluminescence (GE Healthcare) according to the manufacturer’s instructions. Other antibodies used were 1:1000 anti-Ret (Cell Signaling Technology) and anti-phospho Ret (abcam), 1:2000 anti-EGFR, anti-phosphoEGFR, anti-ErbB2, anti-phosphoErbB2 (R&D systems). Protein loading controls were performed by stripping the membrane and probing with mouse monoclonal β-actin antibody (AC-40; Sigma) at a dilution of 1:1000.

### Morphometric Analysis

Cells were plated in 6 well plates at 7000 cells per well containing DMEM with 10% FBS. After 24 h, the media was replaced with DMEM containing 0% FBS, 1% FBS, or 10% FBS. The cultures were monitored for 25 days, and photographs were acquired using an inverted phase contrast microscope. The photographs were analyzed using ImageJ (Schindelin et al., 2012) by enabling the “Area” and “Shape” descriptors, and “Perimeter” and “Feret’s diameter” measurements (Rasband, 1977). Feret’s diameteris the longest distance between any two points along the selection boundary (Ferreira and Rasband, 2012), sometimes also called the “caliper length,” and is a measure of asymmetry. The neurite-like projections were measured using the NeuronJ plugin.^1^ This facilitates the tracing and quantification of neurite extension using the software ImageJ (Meijering et al., 2004; Meijering, 2010).

### Neurite Extension Assay

Cells were cultured in 12 well plates coated with nitrocellulose which was prepared by dissolving 5 cm^2^ of nitrocellulose (membrane 0.22 um, Bio basic) in 6 ml of methanol. Briefly 0.1 ml aliquots of this solution were rapidly spread over the surface of each well in 12 well plate and allowed to dry under a laminar flow hood as described in Lagenaur and Lemmon (1987). PGRN was applied in 3 μl droplets containing 100 μg/ml. After one minute, the droplets were removed gently using a pipette. The plates were then blocked by washing twice with 2 ml of culture media (DMEM with 10% FBS) for 10 min each. NSC- 34 cells were cultured on the nitrocellulose coated plates at the concentration of 6000 cells per ml in 2 ml medium supplemented with 10% FBS for 2 days. The neurite length was measured using ImageJ by tracing the neurite-like projections.

### Statistics for Neurite Extension and Morphometric Analyses

Statistical significance among experimental groups was determined by one-way ANOVA followed by Tukey’s Multiple Comparisons Test (*p* < 0.001-^***^, *p* < 0.01-^**^, *p* < 0.05-*) using GraphPad software (GraphPad Prism Software Inc., San Diego, CA). Error bars represent s.e.m.

### Transcriptomics Analysis

NSC-34/shPGRN, NSC-34/hPGRN, or control constructs were cultured in T75 flasks. They were sub-cultured in four replicates. NSC-34 cells (200,000) from each of 12 flasks were plated in T25 flasks with serum. After 24 h the media containing 10% serum was removed and replaced with media containing 5% serum. After a further 24 h the media was changed to one containing 1% serum. 24 h later cells were lysed in Trizol and total RNA was extracted. The RNA concentration was determined using a NanoDrop chip. cDNA synthesis was carried out using RevertAid First Strand cDNA Synthesis Kit according to the manufacturer’s protocol (Thermo Scientific). Following cDNA synthesis reverse transcription polymerase chain reaction (RT-PCR) was performed to confirm over/under expression of PGRN as indicated earlier. Reduced levels of mPGRN were noticed in all shPGRN constructs and expression of hPGRN was detected only in the over-expressors as expected. The over/under expression of PGRN levels were further confirmed by Western blot as mentioned previously.

The RNA quality/integrity was analyzed using a Nano ChiP Bioanalyzer. The gene expression profile was determined using Illumina Mouse Whole-Genome Expression BeadChips (MouseWG-6 v2.0, multiple 12 samples) at the McGill University and Genome Quebec Innovation Centre. The data replicates were validated by principal component analysis which confirmed that all 4 replicates from the same construct segregate together and separately from the other constructs. The lumi normalization followed by an empirical Bayesian, EB (Wright and Simon, 2003) algorithm was applied to the data using FlexArray 1.6.1 software (available at http://gqinnovationcenter.com/services/bioinformatics/flexarray/tutorials.aspx?l=e) to identify genes that were either significantly reduced or induced in the PGRN over/under expressing NSC-34 cells compared to controls. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 (Huang da et al., 2009b,a) was employed to provide tables of enriched Gene Ontology (GO) terms and predicted functional pathways based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Gene networks were analyzed using the Ingenuity Pathway analysis software (IPA). IPA is a web-based bioinformatics application that allows data analysis from microarray experiments by identifying related proteins within a pathway. 1.5-fold enrichment or depletion of transcript signal was used as the cut-off (Kramer et al., 2014). Additional functional assignments for individual genes were obtained manually by searching for their entries in Uniprot,^2^ Genecards^3^ and On-line Mendelian Inheritance in Man (OMIM^4^). Gene expression data was submitted to Gene Expression Omnibus (GEO) public repository, accession number: GSE185877.

### Lipidomic Analysis

Lipidomics and Proteomics mass spectrometric analyses were performed by the Proteomics Technology Platform, Research Institute of the McGill University Health Centre, Montreal (manager Lorne Taylor). NSC-34/shPGRN or NSC-34/hPGRN cells were cultured in T75 flasks in DMEM with 1% FBS. Cells were collected by trypsinization at about 70% confluency. Three independent extractions and mass spectrometric analyses were performed. Cells were centrifuged, resuspended in 1 ml and cell numbers were determined. Twenty million cells from each sample were collected by centrifugation at 3000 rpm for 5 min and incubated with 150 μl methanol and 500 μl Methyl tert-butyl ether (MTBE, Fisher Scientific) for 2 h on a rocker at room temperature. Phase-separation was performed by adding 125 μl of MS grade water (Fisher Scientific). After 10 min incubation at room temperature each sample was centrifuged at 3000 rpm for 10 min. The upper organic phase was collected, and the lower phase was re-extracted by adding methanol, MTBE, and water. Both fractions were combined, dried using a SpeedVac lyophilizer and were introduced into the TripleTOF™ 5600 System by direct infusion using the Nanospray III source and an Eksigent NanoLC Ultra and Autosampler at a flow rate of 1 μL/min. The data were analyzed using peak view Software and lipid identification and quantification was done in lipid view Software.

### Proteomics Analysis

NSC-34/ShPGRN, NSC-34-/hPGRN, or vector controls were cultured in T75 flasks in DMEM with 1% FBS until about 80% confluency. Cells were washed with PBS and lysed by homogenizing in solution containing 20 mM HEPES, 150 nM NaCl, and 0.320M sucrose. Supernatants were collected by centrifugation at 3000 rpm at 4°C for 10 min. Samples were normalized for input by cell numbers and subsequently by total peptides using the Scaffold program (see below) at the data analysis stage. For each sample, proteins were loaded onto a single stacking gel band to remove lipids, detergents and salts. The gel band was reduced with dithiothreitol, alkylated with iodoacetic acid and digested with trypsin. Extracted peptides were re-solubilized in 0.1% aqueous formic acid and loaded onto a Thermo Acclaim Pepmap (Thermo, 75 uM ID × 2 cm C18 3 uM beads) precolumn and then onto an Acclaim Pepmap Easyspray (Thermo, 75 uM × 15 cm with 2 uM C18 beads) analytical column separation using a Dionex Ultimate 3000 uHPLC at 230 nl/min with a gradient of 2–35% organic (0.1% formic acid in acetonitrile) over 3 h. Peptides were analyzed using a Thermo Orbitrap Fusion mass spectrometer operating at 120,000 resolution (FWHM in MS1) with HCD sequencing (15,000 resolution) at top speed for all peptides with a charge of 2+or greater. The raw data were converted into *.mgf format (Mascot generic format) for searching using the Mascot 2.6.2 search engine (Matrix Science) against mouse protein sequences (Uniprot 2018). The database search results were loaded onto Scaffold Q+ Scaffold_4.8.9 (Proteome Sciences) for statistical treatment and data visualization. Proteomics data was submitted to MassIVE public repository by participating in ProteomeXchange, accession number: MSV000088451. The Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 (Huang da et al., 2009b,a) was employed to analyze Gene Ontology (GO) as above using a 1.2-fold change cut-off and *p* < 0.05.

### Membrane Protein Interactomics of Progranulin by Ligand Receptor Capture

Ligand receptor capture (LRC) identifies the interactions of extracellular soluble proteins with membrane proteins in live cells by making use of a biotinylated trifunctional reagent TRICEPS (Frei et al., 2012). All reactions were performed according to the manufacturer’s protocols. 300 μg PGRN (R&D Systems), or insulin (Sigma-Aldrich) as the positive control, were coupled to 1.5 μl TRICEPS by an amide linkage. The second functional group of the TRICEPS reagent, a protected hydrazine, reacts with aldehydes on the glycan side chains of the target receptor proteins. As aldehydes are not typically present on the cell surface, they are first generated by mild sodium metaperiodate oxidation using 6 × 10^8^ NSC-34 cells. The cells were cultured in DMEM with 10% FBS and washed once with 1× PBS then in DMEM without serum for 30 min prior to cells collection. The LRC reaction was initiated by incubating mildly oxidized and washed living cells with 50 μl of the PGRN-TRICEPS conjugate, or 50 μl of Insulin-TRICEPS for 90 min at 4°C during which time PGRN-TRICEPS or insulin-TRICEPS reacts covalently through hydrazine coupling to the glycan chains of any cell surface membrane protein to which it binds. The cells were lysed, digested with trypsin and the TRICEPS labeled peptides recovered by biotin affinity using streptavidin beads. For mass spectrometry the streptavidin-purified peptides were de-glycosylated using PNGaseF, an enzyme which cuts between the proximal *N*-acetylglucosamine of the glycan side chain and the glycopeptide asparagine in the N-X-S/T glycosylation site motif (N stands for asparagine, X is any amino acid except proline and S/T is serine or threonine). The PNGase reaction deamidates the asparagine and modifies the N-X-S/T glycosylation motif to a D-X-S/T motif (where D is aspartic acid), the corresponding mass shift being used to identify peptides that were crosslinked by the PGRN or Insulin-TRICEPS conjugates. The TRICEPS labeled peptide recovery and the mass spectrometric analyses were performed by DualSystems Biotech. The samples were analyzed on a Thermo LTQ Orbitrap XL spectrometer. Peptide identifications were filtered to a false-discovery rate of ≤1% and quantified using an MS1-based label-free approach. For the MS1 quantification, the non-linear DYNAMICS Progenesis QI for proteomics was used. The experiment was done in triplicate. All six samples, PGRN and insulin control, showed an alignment score of >90%. Therefore, none of the six samples had to be excluded from statistical analysis. The Data is presented as a volcano plot where all the membrane proteins that crosslinked to either PGRN or the insulin control fall as statistical outliers on either arm of the plot. Positive detection of the insulin receptor control signal confirms that the TRICEPs reaction worked under the conditions used, and that there was no protein denaturation. Non-specific binding is accounted for as signals that are statistically indistinguishable between the insulin and progranulin arms of the experiment. Possible interactions among proteins identified in these assays was performed using the STRING program (Search Tool for the Retrieval of Interacting Genes/Proteins) (Szklarczyk et al., 2019).

### Phospho-Receptor Tyrosine Kinases Antibody Array

The proteome profiler mouse or human Phospho-Receptor Tyrosine Kinases (RTK) antibody array membranes (R&D Systems, Minneapolis, MN) were incubated with NSC-34 or MDA-MB-468 cell lysates and processed as per the manufacturer’s protocol using a Phosphotyrosine specific antibody. In brief, approximately 3 × 10^7^ cells of NSC-34/shPGRN cells expressing reduced PGRN, NSC-34/hPGRN cells overexpressing PGRN and WT NSC-34 control, MDA-MB-468 WT and PGRN expressing cells were cultured in serum free medium overnight. After incubation, cells were washed with ice-cold Dulbecco’s phosphate-buffered saline (DPBS) and lysed with lysis buffer containing aprotonin/leupeptin (10 μg/mL each) for 30 min, centrifuged at 13000 rpm for 5 min. Supernatants were collected and stored at –80 degrees A protein assay (BioRad Biotechnologies, Hercules, CA) was performed before incubating with the RTK membranes to normalize loadings.

## Results

### Progranulin Expression, Knockdown, and Over-Expression in NSC-34 Cells

NSC-34 vector control cells, and cells that either stably over-express human PGRN (NSC-34/hPGRN) or under-express murine PGRN (NSC-34/shPGRN) were generated (Supplementary Figure 1). PGRN levels were depleted by approximately 50% in NSC-34/shPGRN cells, a reduction equivalent to that associated with FTD-GRN (Supplementary Figures 1A,B). To confirm their neuron-like identity NSC-34 cells were stained for the motor neuron marker SMI32, which recognizes dephosphorylated epitopes of neurofilaments (Supplementary Figure 1C). Neither depletion nor over-expression of PGRN altered TDP-43 mRNA or protein expression (Supplementary Figure 1D).

### Progranulin Regulates NSC-34 Cell Neurite Outgrowth, Morphology, and Survival

Progranulin expression had a strong impact on the shape and size of the cell body. At 48 h of culture, cell bodies of NSC-34/hPGRN have greater area and are flattened compared to the controls and NSC-34/shPGRN cells, which are typically small and circular (Figures 1A,B). Neurite length was greater in NSC-34/hPGRN cells than control or NSC-34/shPGRN cells when serum was present (10 or 1%). Extension in NSC-34/shPGRN often appeared to be poorly condensed and disorganized, which we refer to as “tortuous” (Figures 1A,B). Serum-deprivation stimulates differentiation in NSC-34 cells (Eggett et al., 2000) and, correspondingly, over an 8 day period in the absence of serum, all cells exhibited neurite extension with no significant difference detected in neurite length between NSC-34/hPGRN and NSC-34/shPGRN cells (Figure 1C). Extensive cell death occurs in the NSC-34/shPGRN cells after 8 days in serum free medium, at which point measurements were discontinued. PGRN is secreted but also localizes cytoplasmically, due, at least in part, to endocytosis into lysosomes (Hu et al., 2010; Petoukhov et al., 2013; Zhou et al., 2015, 2017). Neurons secrete PGRN in an activity dependent manner (Petoukhov et al., 2013). There are in addition multiple paracrine extracellular sources of PGRN including microglia (Ryan et al., 2009; Hu et al., 2010) and de-differentiated Schwann cells (Hyung et al., 2019). We therefore tested whether extracellular PGRN, mimicking the secreted protein, reproduces the morphological and survival phenotypes associated with endogenous PGRN expression. Exogenous PGRN added to the medium reproduced the effects of stable PGRN expression as WT NSC-34 cells displayed longer neurite outgrowth compared to cells cultured without PGRN on nitrocellulose coated plates pre-treated with PGRN in the presence of 10% serum (Figure 1D). Cell survival of NSC-34/shPGRN cells in 8-day serum-reduced culture decreased relative to WT NSC-34 cells as expected (Ryan et al., 2009), but adding PGRN to the medium restores NSC-34/shPGRN cell numbers to the levels of control NSC-34 cells (Figure 1E).

**FIGURE 1:**
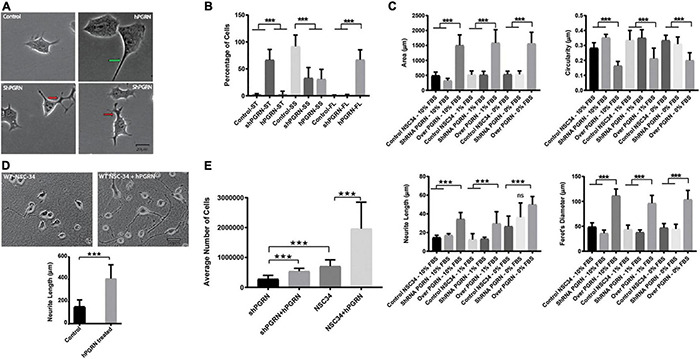
Morphological Profile and survival of NSC-34 cells. **(A)** Representative morphologies of NSC-34 cells cultured in 1% FBS for 48 h. PGRN over expressing cells show flattened enlarged cell bodies and longer neurite extensions (green arrow) than control cells. In the NSC-34/shPGRN cells some neurites condense to form well defined neurite-like extensions, but many are broad and tortuous with multiple branching points (red arrows), having the appearance of extensions that have failed to develop into organized neurite-like structures. These structures are rarely seen in NSC-34 PGRN over expressing cells or controls. **(B)** Cell morphologies were categorized into small cell bodies/short neurite extensions (SS), small cell bodies/tortuous neurite extensions (ST), and with flat cell bodies (FL). Most control cells show small cell bodies with short neurite extensions (control-SS), shPGRN cells show small cell bodies with tortuous neurite extensions (shPGRN-ST) and PGRN over expressing cells show flat cell bodies with long neurite extensions (hPGRN-FL) (189 control cells, 175 PGRN over expressing cells and 173 shPGRN cells from twenty fields were counted). **(C)** Morphometric data acquired in serum free, 1 and 10% serum over 8 days showed that high PGRN expression increased the cell body size, Feret’s diameter and Neurite length but decreased circularity under all conditions tested. **(D)** Exogenous PGRN is highly effective in supporting neurite outgrowth. WT NSC 34 cells were cultured on nitrocellulose coated plates pre-treated with 10% serum only or 10% serum supplemented with PGRN (1.33 nM). Cells were then cultured in 10% serum. After 2 days many cells plated on nitrocellulose enriched with human PGRN displayed long neurite-like extensions whereas cells that were plated on nitrocellulose without PGRN enrichment displayed fewer and shorter extensions (*N* = 20, 10× Fields per condition). **(E)** Cell number of NSC-34/shPGRN and NSC-34 control cells, with or without supplementation of the medium with PGRN (1.33 nM), was measured after an 8-day incubation in medium containing 1% FBS (*N* = 4) (*p* < 0.001-*** Error bars represent s.e.m.).

### Gene Expression Profiling

Given that the cells undergo active morphological differentiation within 2 days incubation in 1% serum with no loss of viability (Figure 1), all subsequent molecular analyzes were performed under these conditions. 

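Transcripts of Grn, the gene that encodes PGRN, were lower in NSC-34/shPGRN cells than in both other lines. Its intensity was 612 ± 74.1 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 1048 ± 158 in NSC-34/hPGRN cells and 887 ± 55.2 in control cells. The difference was over 1.5-fold against NSC-34/hPGRN cells (limma log2 fold change -0.71, SE 0.11, adjusted p = 6.33e-05) and smaller against control cells (limma log2 fold change -0.49, SE 0.11, adjusted p = 0.00249). NSC-34/hPGRN and control cells did not differ past the threshold (limma log2 fold change 0.22, SE 0.11, adjusted p = 0.252). The probe is for the mouse transcript, and the PGRN that NSC-34/hPGRN cells overexpress is human. Replicate 4 of NSC-34/shPGRN cells, at 502, lay below the other 3 arrays, at 635 to 665.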

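RNA was hybridized to Illumina mouse whole-genome BeadChips with 45281 probes after 24 h in 1% serum. NSC-34 is a hybrid line of mouse neuroblastoma cells and spinal cord motor neurons. The 12 arrays comprised 4 of NSC-34/shPGRN cells, in which a short hairpin RNA depletes PGRN, 4 of NSC-34/hPGRN cells, which overexpress human PGRN, and 4 of vector control cells. The 4 arrays of a line are separate samples of 1 stable line, so p-values measure the spread between these samples and not between independently made lines. The number of probes above background per array had a median of 19501 in NSC-34/shPGRN cells (range 19399 to 19701), 19532 in NSC-34/hPGRN cells (range 19319 to 19602) and 19377.5 in control cells (range 19248 to 19695). Across genes, which are not independent replicates, log2 values of arrays of the same line correlated at 0.990 to 0.995 in NSC-34/shPGRN cells, 0.993 to 0.996 in NSC-34/hPGRN cells and 0.988 to 0.993 in control cells. The 2 modified lines were made with different vectors and selected with different drugs, so folds between them may include effects of vector or selection. Which vector the control cells carry is not given in the sources used here, so the same holds for folds against control cells.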

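The paper describes normalization with lumi and an empirical Bayes test in FlexArray. The values used here are the intensities the authors deposited, on a linear scale, already background-subtracted and with equal distributions on all arrays. The steps and software that made this table are not given in the sources used here. Between 31.7% and 31.8% of an array's values lie below 0, so normexp with an offset of 50, quantile normalization and log2 were applied. The offset shrinks fold changes of dim genes. In the alternative called the authors' values on a log2 scale, deposited values below the lowest positive one, 0.00034, were set to it before log2. This floor was set here, not by the authors, and inflates folds and spread of genes with values at or below 0. A probe was kept if it was above background (p under 0.05) on at least 4 of 12 arrays, and the brightest kept probe stood for its gene, which left 11278 genes. These were tested in limma over all 12 arrays with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 counted as changed. Intensities are the deposited values, and a gene with no probe above background on any array of a line has only a lower bound for its fold. The 40 gene lists were fixed before the data were examined and tested with camera in limma at a preset correlation of 0.01, with p-values adjusted over the lists of a comparison. Their themes came partly from terms the paper reports, and some of their members are genes the paper names from these samples.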

Gene expression microarrays were used to identify how the mRNA phenotype of NSC-34 cells responds to PGRN expression levels. The anticipated expression level of PGRN were confirmed in each of the NSC-34/shPGRN, control and NSC-34/hPGRN cell lines prior to the analysis (Supplementary Figure 2A). 

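Bscl2, which encodes the lipid droplet protein seipin, was lower in NSC-34/shPGRN cells than in NSC-34/hPGRN cells (limma log2 fold change -1.63, SE 0.08, adjusted p = 6.80e-12). Its intensity was 1005 ± 69.5 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 3256 ± 92.8 in NSC-34/hPGRN cells and 1917 ± 55.3 in control cells. Flrt1, a membrane adhesion protein with leucine-rich repeats, was lower too, at 79.5 ± 6.56 in NSC-34/shPGRN cells and 264 ± 49.4 in NSC-34/hPGRN cells (limma log2 fold change -1.14, SE 0.10, adjusted p = 7.54e-08), as was Pi16, a peptidase inhibitor, at 170.4 ± 13.8 in NSC-34/shPGRN cells and 457 ± 34.4 in NSC-34/hPGRN cells (limma log2 fold change -1.12, SE 0.09, adjusted p = 7.06e-09). Calb2, which encodes the calcium-binding protein calretinin, was at 187 ± 36.9 in NSC-34/shPGRN cells and not above background on any array of NSC-34/hPGRN cells, a difference of at least 3.04-fold (limma, adjusted p = 2.53e-12). Prkdc, the catalytic subunit of DNA-dependent protein kinase, was at 287 ± 39.4 in NSC-34/shPGRN cells, 65.9 ± 17.8 in NSC-34/hPGRN cells and 17.6 ± 8.57 (3 of 4 arrays above background) in control cells and was higher in NSC-34/shPGRN cells than in NSC-34/hPGRN cells (limma log2 fold change 1.38, SE 0.11, adjusted p = 7.41e-09) and control cells (limma log2 fold change 2.00, SE 0.11, adjusted p = 6.83e-12). Ass1, an enzyme of arginine synthesis, was higher in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change 1.58, SE 0.12, adjusted p = 8.83e-09), with an intensity of 978 ± 70.0 in NSC-34/shPGRN cells, 281 ± 41.0 in NSC-34/hPGRN cells and 1012 ± 212 in control cells. Magea5 belongs to a family of near-identical genes whose probes may bind each other's transcripts, and was at 571 ± 56.0 in NSC-34/shPGRN cells, 97.6 ± 4.39 in NSC-34/hPGRN cells and 32.1 ± 13.9 in control cells (limma log2 fold change 1.92, SE 0.10, adjusted p = 6.80e-12 against NSC-34/hPGRN cells). The call of Calb2 against NSC-34/hPGRN cells was lost with the authors' values on a log2 scale (limma log2 fold change 7.28, SE 4.00, adjusted p = 0.308, and 2.99e-14 to 0.308 over all alternatives), where the fold was larger and its spread too.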

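In limma, 800 of 11278 genes were lower and 761 higher in NSC-34/shPGRN than in NSC-34/hPGRN cells at an adjusted p under 0.05. Against control cells, 773 were lower and 826 higher. Sfxn1, a mitochondrial serine transporter, had the largest log2 fold change against control cells of the genes tested, and was high in both modified lines, at 1675 ± 146 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 2182 ± 164 in NSC-34/hPGRN cells and 47.3 ± 8.58 in control cells (limma log2 fold change 3.87, SE 0.09, adjusted p = 1.46e-18). Fam163a was at 279 ± 9.06 in NSC-34/shPGRN cells, 56.8 ± 7.08 in NSC-34/hPGRN cells and 33.3 ± 15.4 in control cells (limma log2 fold change 1.75, SE 0.10, adjusted p = 2.19e-11 against control cells). Sapcd1 was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change -1.06, SE 0.10, adjusted p = 1.15e-07) and higher than in control cells (limma log2 fold change 0.38, SE 0.10, adjusted p = 0.00987). Replicate 2 of the control cells read 60.1 for Sfxn1, and the other 3 read 41.9 to 44.2.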

Genes showing statistically significant changes in expression were identified by FlexAarray analysis software. Principal component analysis confirmed that the data from each of NSC-34/shPGRN, NSC-34/hPGRN and vector controls cells segregates independently (Supplementary Figure 2B). 

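The 12 arrays fell into 3 groups that matched the 3 lines. The first principal component of log2 expression held 29.2% of the variance and set NSC-34/shPGRN cells, with a score of -14.9 ± 1.89 (SD, n = 4 arrays), apart from NSC-34/hPGRN cells at 5.72 ± 0.473 and control cells at 9.21 ± 1.47. The second held 18.7% and set NSC-34/hPGRN cells at 11.2 ± 0.554 apart from control cells at -9.51 ± 1.68, with NSC-34/shPGRN cells at -1.65 ± 1.17. The mean distance in log2 expression between 2 arrays over the 11278 genes tested was 31.2 between NSC-34/shPGRN and NSC-34/hPGRN cells, 33.0 between NSC-34/shPGRN and control cells and 29.2 between NSC-34/hPGRN and control cells. Within a line it was 23.5, 21.6 and 24.9 for NSC-34/shPGRN, NSC-34/hPGRN and control cells. The variance between lines over that within them, as pseudo-F, was 4.07, and no other way to divide the arrays into 3 groups of 4 gave as much (exact permutation test, p = 0.000173, the smallest p these arrays allow, highest other value 2.86). On the first component, replicate 2 of NSC-34/shPGRN cells and replicate 4 of control cells lay apart from the others of their line.

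**Figure D1:**
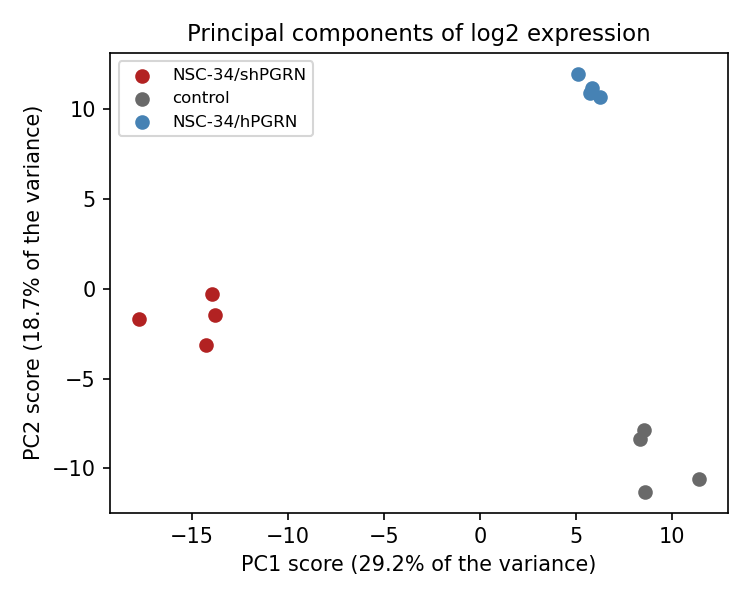
Scores of the 12 arrays on the first (horizontal axis) and second (vertical axis) principal components of log2 expression, in arbitrary units, 1 point per array, colored by line. The 4 arrays of each line lie together, with NSC-34/shPGRN cells apart on the first component and NSC-34/hPGRN apart from control cells on the second.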

Among genes that showed the greatest fold down-regulation in NSC-34/shPGRN cells compared to NSC-34/hPGRN cells (Table 1) were several associated with neurotransmission (dopamine decarboxylase, vesicular GABA transporter, alpha-2 adrenergic receptor), cytoskeletal organization (Stathmin 2, FGD2, SRGAP3), and RNA-binding proteins with roles in neuron development, survival, or congenital motor disorders (IGF2BP1, TSHZ1, GLE1).

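Of the neurotransmission genes in Table 1, Ddc, which encodes dopa decarboxylase, was at 139.6 ± 41.3 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 315 ± 35.8 in NSC-34/hPGRN cells and 483 ± 79.4 in control cells and was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change -0.89, SE 0.12, adjusted p = 3.23e-05). Slc32a1, the vesicular GABA transporter, was at 138 ± 24.9 in NSC-34/shPGRN cells, 387 ± 51.4 in NSC-34/hPGRN cells and 412 ± 39.7 in control cells and was lower too (limma log2 fold change -1.13, SE 0.10, adjusted p = 1.15e-07). Of the cytoskeletal genes, Srgap3 was at 151 ± 17.0 in NSC-34/shPGRN cells, 452 ± 71.7 in NSC-34/hPGRN cells and 422 ± 37.9 in control cells (limma log2 fold change -1.22, SE 0.10, adjusted p = 2.50e-08), and Fgd2, a guanine nucleotide exchange factor for Cdc42, at 57.7 ± 23.5 in NSC-34/shPGRN cells, 156 ± 28.8 in NSC-34/hPGRN cells and 201 ± 13.3 in control cells (limma log2 fold change -0.82, SE 0.11, adjusted p = 3.21e-05). Stmn2, which encodes the microtubule regulator stathmin 2, was at 57.2 ± 12.4 in NSC-34/shPGRN cells, 3.42 ± 9.04 (1 of 4 arrays above background) in NSC-34/hPGRN cells and 215 ± 38.4 in control cells, lower in NSC-34/shPGRN than in control cells (limma log2 fold change -1.15, SE 0.11, adjusted p = 1.32e-07) and higher than in NSC-34/hPGRN cells (limma log2 fold change 0.78, SE 0.11, adjusted p = 3.58e-05). Tshz1, a zinc finger transcription factor, was at 144 ± 20.1 in NSC-34/shPGRN cells, 198 ± 36.4 in NSC-34/hPGRN cells and 401 ± 27.1 in control cells (limma log2 fold change -0.31, SE 0.10, adjusted p = 0.0433 against NSC-34/hPGRN cells).
Hmcn1, which encodes the matrix protein hemicentin 1, was at 365 ± 30.7 in NSC-34/hPGRN cells and 135 ± 28.8 in control cells and its probe was not above background on any array of NSC-34/shPGRN cells (limma, adjusted p = 1.01e-14 against NSC-34/hPGRN cells). Stc1, which encodes the secreted hormone stanniocalcin 1, was at 11.4 ± 14.6 (1 of 4 arrays above background) in NSC-34/shPGRN cells, 8.84 ± 8.63 (1 of 4 arrays above background) in NSC-34/hPGRN cells and 136 ± 15.3 in control cells and did not differ past the threshold between NSC-34/shPGRN and NSC-34/hPGRN cells (limma log2 fold change 0.04, SE 0.11, adjusted p = 0.885). Of the 20 genes of Table 1, 14 had a probe past the filter. In limma 10 of these were lower in NSC-34/shPGRN than in NSC-34/hPGRN cells, 8 of them by at least 1.5-fold, 1 (Stmn2) was higher, and 3 (Stc1, Gle1 and Nos1) did not pass. Against control cells, 12 of 14 were lower by at least 1.5-fold. The study chose these genes on these samples, so the counts are not independent evidence of their direction. With the authors' values on a log2 scale, the calls of Stmn2, Tshz1, Wfdc3 and Dkk1 against NSC-34/hPGRN cells were lost (limma log2 fold changes 9.95, -0.45, -7.68 and -0.75, SE 3.34, 0.14, 2.99 and 0.23, adjusted p = 0.0923, 0.0759, 0.144 and 0.0724, and 9.37e-06 to 0.0923, 0.0149 to 0.167, 6.62e-12 to 0.144 and 0.00355 to 0.0724 over all alternatives, changed in 1, 11, 1 and 3 of them), as were those of Stmn2, Wfdc3 and Stc1 against control cells (log2 fold changes -1.92, -7.70 and -4.83, SE 3.34, 2.99 and 3.09, adjusted p = 0.779, 0.142 and 0.383, and 2.08e-08 to 0.779, 3.85e-12 to 0.142 and 1.56e-09 to 0.383), where both the folds and their spread were larger.

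**Figure D2:**
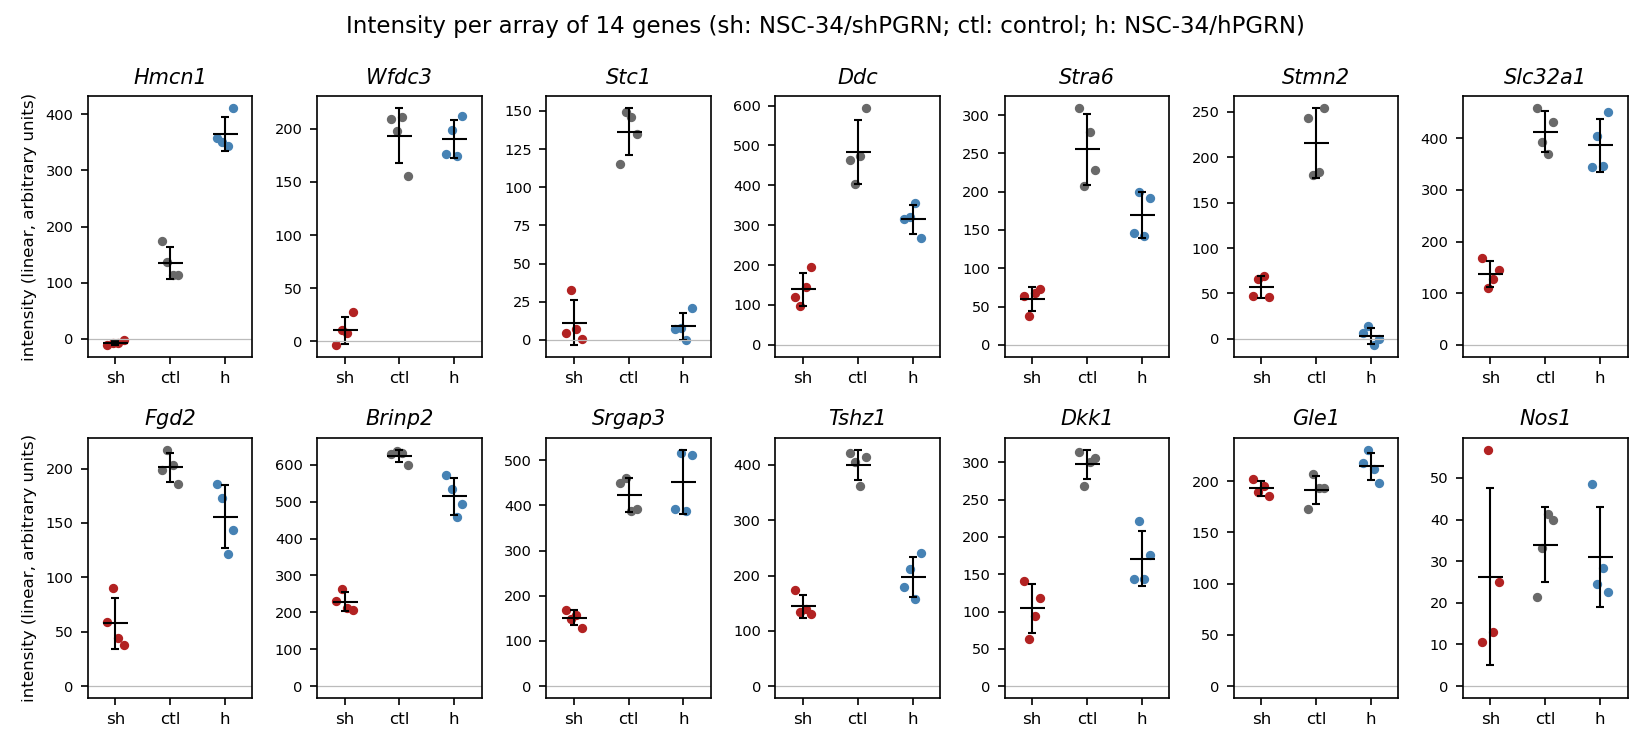
Deposited intensity (linear, arbitrary units, background-subtracted) of the 14 genes of Table 1 that could be tested, 1 panel per gene with its own axis from below 0. Points are arrays of NSC-34/shPGRN, control and NSC-34/hPGRN cells, and bars are the mean ± SD of 4 arrays.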

**TABLE 1:** Top 20 down-regulated genes in NSC-34/shPGRN cells compared with NSC-34/hPGRN cells.

Gene symbol	Gene and implication	Fold change (down regulated)
HMCN1	Hemicentin-1	6.18
TTF1	Transcription termination factor 1	5.05
WFDC3	WAP four-disulfide core domain protein	5.01
SDSL	Serine dehydratase-like	3.74
STC1	stanniocalcin	3.69
IGF2BP1	Insulin-like growth factor 2 mRNA binding protein1 Axonal outgrowth 1	3.58
DDC	dopamine decarboxylase	3.44
STRA6	Stimulated by retinoic acid 6	3.08
STMN2	Stathmin 2	2.75
SLC32A1	Vesicular GABA transporter	2.65
FGD2	RhoGEF and PH domain containing 2 CDC42- specific exchange factor	2.63
6430517E21RIK	Similar to human fam5b	2.54
ADRA2A	Alpha-2-Adrenergic receptor	2.53
SRGAP3	Slit-Robo Rho GTPase-activating protein 3 Severe mental retardation	2.49
TSHZ1	Teashirt zinc finger homeobox 1 Motor neuron development, survival and function	2.49
CES1	Carboxylesterase 1	2.47
DKK1	Dickkopf-related protein 1	2.47
4933405K21RIK	GLE1A and GLE1B RNA export mediator Lethal congenital contracture syndrome and ALS	2.46
2310005C01RIK	neuronal nitric oxide synthase	2.43
EG433865	similar to spermidine/spermine N1-acetyltransferase	2.42

*Note the presence of genes associated with neurotransmission, cytoskeletal organization, and congenital neurological disorders. Among genes that showed the greatest fold down-regulation in NSC-34/shPGRN cells compared to NSC-34/hPGRN cells were several associated with neurotransmission (dopamine decarboxylase, vesicular GABA transporter, alpha-2 adrenergic receptor) (Azzouz et al., 2002; Bucheler et al., 2002; Johnson et al., 2003), cytoskeletal organization (Stathmin 2, FGD2, SRGAP3) (Endris et al., 2002; Budhachandra et al., 2008; Hayakawa et al., 2008; Carlson et al., 2011; Klim et al., 2019) and RNA-binding proteins with roles in neuron development, survival, or congenital motor disorders (IGF2BP1, TSHZ1, GLE1) (Nousiainen et al., 2008; Gaynes et al., 2015; Zhang et al., 2018; Chaimowicz et al., 2019).*

Ingenuity Pathway analysis identified potential PGRN-sensitive functional networks (Table 2). Among “biological function” networks PGRN knockdown was associated with neurological disease, behavior and nervous system development and function. The strong neurological disease-related signature in the downregulated data set of NSC-34/shPGRN cells implies that they exhibit disease-relevant molecular signals of neuronal disturbance, and this data set was, therefore, prioritized for further analysis. 

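Genes of the neuronal cytoskeleton were lower in NSC-34/shPGRN cells. Of the 42 genes of the neuronal cytoskeleton and growth cone tested, 15 were lower and 1 was higher (17 lower and 2 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.07, adjusted p = 0.00575). Ank3, which encodes ankyrin G of the axon initial segment, was at 216 ± 18.7 (SD, n = 4 arrays) in NSC-34/shPGRN cells and 403 ± 16.5 in NSC-34/hPGRN cells (limma log2 fold change -0.72, SE 0.09, adjusted p = 7.62e-06). Dpysl2, which encodes the growth cone protein CRMP2, was at 2783 ± 239.7 in NSC-34/shPGRN cells and 3839 ± 434 in NSC-34/hPGRN cells (limma log2 fold change -0.45, SE 0.10, adjusted p = 0.00260). Against control cells, 15 were lower and 1 was higher (18 lower and 2 higher when adjusted over the list alone) in the same list (camera in limma, median log2 fold change -0.21, adjusted p = 3.59e-05). It is 1 of 3 lists lower than in control cells. Of 35 divisions of these 8 arrays, 7 gave as many, the real one among them, so chance is not excluded for that count.
Of 12 motor neuron and cholinergic markers, 4 were lower and none was higher (0 at an unadjusted p under 0.05, 4 lower and 0 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.15, adjusted p = 0.0146, adjusted p = 0.0599 with an estimated correlation). Lhx1, a LIM homeobox transcription factor of motor neurons, was at 137 ± 8.48 in NSC-34/shPGRN cells, 239 ± 20.8 in NSC-34/hPGRN cells and 231 ± 33.0 in control cells (limma log2 fold change -0.57, SE 0.09, adjusted p = 0.000168), and Phox2a, a homeobox factor of autonomic and cranial motor neurons, at 3337 ± 314 in NSC-34/shPGRN cells, 4621 ± 107 in NSC-34/hPGRN cells and 4835 ± 136 in control cells (limma log2 fold change -0.47, SE 0.09, adjusted p = 0.000682). Isl1, another LIM homeobox factor, was lower than in NSC-34/hPGRN cells (limma log2 fold change -0.52, SE 0.10, adjusted p = 0.000722) and higher than in control cells (limma log2 fold change 0.51, SE 0.10, adjusted p = 0.000871), and the list did not pass against control cells, with 4 lower and 3 higher (camera in limma, median log2 fold change -0.03, adjusted p = 0.532). Of 14 genes of neurotransmitter synthesis and transport, 2 were lower and 1 was higher (2 lower and 2 higher when adjusted over the list alone), and the list did not pass (camera in limma, median log2 fold change 0.01, adjusted p = 0.985, with a mean of -0.05). The one that was higher is Tph2, which encodes tryptophan hydroxylase 2 of serotonin synthesis, at 406 ± 27.4 in NSC-34/shPGRN cells and 266 ± 19.8 in NSC-34/hPGRN cells (limma log2 fold change 0.50, SE 0.09, adjusted p = 0.000546). The 31 genes of the postsynaptic density and its receptors, of which 5 were lower and 2 were higher (6 lower and 2 higher when adjusted over the list alone), did not pass (camera in limma, median log2 fold change -0.02, adjusted p = 0.658), nor did 19 genes of the adrenergic state of neuroblastoma cells, of which 6 were lower and 1 was higher (6 lower and 1 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.03, adjusted p = 0.135). Nor did the 3 lists pass against control cells, with 2 lower and 4 higher in the neurotransmitter list (camera in limma, median log2 fold change 0.16, adjusted p = 0.496), 1 lower and 1 higher in the postsynaptic list (camera in limma, median log2 fold change -0.04, adjusted p = 0.967, with a mean just above 0), and 4 lower and 6 higher in the adrenergic list (camera in limma, median log2 fold change 0.11, adjusted p = 0.995, with a mean of -0.04). The call of the motor neuron list was lost with no filter on dim probes (camera in limma, adjusted p = 0.0983, and 0.0130 to 0.0983 over all alternatives). From the networks that Ingenuity Pathway Analysis drew from the genes lower in NSC-34/shPGRN cells, the paper reasons that these cells carry disease-relevant signals of neuronal disturbance and gives this set priority.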

The top five IPA Associated Network Functions for PGRN knockdown cells versus PGRN over-expressors, based on a 1.5-fold cutoff difference for transcript expression, are given in Table 3. Details of each of the IPA Associated Network Functions are given in Supplementary Figure 3. Manual inspection of IPA network 1 predicts a potential sub-network associated with histone remodeling. 

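Among genes of histone remodeling, Kat5, which encodes the histone acetyltransferase TIP60, was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells, at 133 ± 18.5 (SD, n = 4 arrays) in NSC-34/shPGRN cells and 217 ± 30.3 in NSC-34/hPGRN cells (limma log2 fold change -0.50, SE 0.10, adjusted p = 0.00205). Hdac5, a class II histone deacetylase, was lower too, at 701 ± 75.6 in NSC-34/shPGRN cells and 983 ± 72.9 in NSC-34/hPGRN cells (limma log2 fold change -0.45, SE 0.10, adjusted p = 0.00307), and was at 701 ± 81.1 in control cells. Kat2a, which encodes the acetyltransferase GCN5, was higher, at 717 ± 35.7 in NSC-34/shPGRN cells and 513 ± 78.1 in NSC-34/hPGRN cells (limma log2 fold change 0.44, SE 0.11, adjusted p = 0.0111). Of 51 genes of the list tested, 4 were lower and 1 was higher (3 lower and 1 higher when adjusted over the list alone), and the list as a whole did not pass (camera in limma, median log2 fold change 0.02, adjusted p = 0.985). Against control cells, 4 were lower and 3 were higher (2 lower and 2 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.05, adjusted p = 0.566). Kdm6a, the X-linked histone H3 demethylase UTX, was at 297 ± 24.4 in NSC-34/shPGRN cells, 276 ± 49.5 in NSC-34/hPGRN cells and 149 ± 7.10 in control cells and higher in NSC-34/shPGRN than in control cells (limma log2 fold change 0.74, SE 0.10, adjusted p = 1.45e-05). The call of Kat2a against NSC-34/hPGRN cells was lost with the authors' values on a log2 scale (limma log2 fold change 0.49, SE 0.15, adjusted p = 0.0640, and 0.00266 to 0.0640 over all alternatives), where the fold was larger and its spread too.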

Network 2 predicts two sub-networks associated with sterol metabolism and triglyceride metabolism, respectively. 

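Genes of triglyceride and fatty acid metabolism were lower in NSC-34/shPGRN than in NSC-34/hPGRN cells. Of 40 tested, 10 were lower and 3 were higher (15 lower and 3 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.16, adjusted p = 0.0143, adjusted p = 0.0599 with an estimated correlation). Acsl4, an acyl-CoA synthetase of arachidonic acid, was at 283 ± 31.3 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 432 ± 40.9 in NSC-34/hPGRN cells and 406 ± 23.5 in control cells (limma log2 fold change -0.51, SE 0.09, adjusted p = 0.000562). Gpat3, an acyltransferase of triglyceride synthesis, was at 55.3 ± 10.4 in NSC-34/shPGRN cells, 109 ± 24.5 in NSC-34/hPGRN cells and 57.1 ± 14.7 in control cells (limma log2 fold change -0.50, SE 0.11, adjusted p = 0.00263), and Scd1, the stearoyl-CoA desaturase, at 1457 ± 162 in NSC-34/shPGRN cells, 2054 ± 298 in NSC-34/hPGRN cells and 1708 ± 180.5 in control cells (limma log2 fold change -0.47, SE 0.11, adjusted p = 0.00459). Against control cells, 3 were lower and none was higher (4 at an unadjusted p under 0.05, 3 lower and 0 higher when adjusted over the list alone), and the list did not pass (camera in limma, median log2 fold change -0.06, adjusted p = 0.354).
Of 12 genes of sterol uptake and its regulation by SREBP2, 3 were lower and none was higher (1 at an unadjusted p under 0.05, 3 lower and 0 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.12, adjusted p = 0.0492, adjusted p = 0.113 with an estimated correlation). Vldlr, the very low density lipoprotein receptor, was at 326 ± 17.8 in NSC-34/shPGRN cells, 759 ± 71.4 in NSC-34/hPGRN cells and 647 ± 48.6 in control cells (limma log2 fold change -1.06, SE 0.09, adjusted p = 3.39e-08). Insig1, which retains the SREBP escort protein in the endoplasmic reticulum, was at 1201 ± 96.8 in NSC-34/shPGRN cells, 1927 ± 288 in NSC-34/hPGRN cells and 1541 ± 332 in control cells (limma log2 fold change -0.64, SE 0.12, adjusted p = 0.000882). Against control cells, 1 was lower and none was higher (1 at an unadjusted p under 0.05, and camera in limma, median log2 fold change -0.03, adjusted p = 0.431). The call of the triglyceride list was lost without replicate 2 of NSC-34/shPGRN cells (camera in limma, adjusted p = 0.0502, and 0.00738 to 0.0502 over all alternatives). That of the SREBP2 list was lost in 13 alternatives (camera in limma, adjusted p = 0.0501 to 0.0954, and 0.0353 to 0.0954 over all).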

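Med4, a subunit of the Mediator complex that joins transcription factors to RNA polymerase II, was lower in NSC-34/shPGRN cells, at 531 ± 53.6 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 815 ± 53.5 in NSC-34/hPGRN cells and 943 ± 125 in control cells (limma log2 fold change -0.56, SE 0.10, adjusted p = 0.000429 against NSC-34/hPGRN cells). Med23, another Mediator subunit, was lower too, at 804 ± 67.9 in NSC-34/shPGRN cells and 1111 ± 78.7 in NSC-34/hPGRN cells (limma log2 fold change -0.44, SE 0.10, adjusted p = 0.00356). Of 40 genes of RNA polymerase II and RNA processing, 6 were lower and 2 were higher (6 lower and 2 higher when adjusted over the list alone) than in NSC-34/hPGRN cells, and the list did not pass (camera in limma, median log2 fold change 0.05, adjusted p = 0.887). Against control cells, 3 were lower and 2 were higher (3 lower and 2 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.00, adjusted p = 0.649, with a mean of -0.04).
Cacng3, a regulatory gamma subunit of the calcium channel family, was at 14.2 ± 9.44 (3 of 4 arrays above background) in NSC-34/shPGRN cells, 80.2 ± 16.3 in NSC-34/hPGRN cells and 75.1 ± 23.1 in control cells and was lower than in NSC-34/hPGRN cells (limma log2 fold change -0.82, SE 0.12, adjusted p = 3.55e-05). Cacna1h, the pore of a T-type calcium channel, was at 50.3 ± 18.6 in NSC-34/shPGRN cells and 118 ± 22.9 in NSC-34/hPGRN cells (limma log2 fold change -0.64, SE 0.12, adjusted p = 0.000692). Of 13 genes of voltage-gated calcium channels, 3 were lower and none was higher (0 at an unadjusted p under 0.05, 5 lower and 0 higher when adjusted over the list alone), and the list did not pass (camera in limma, median log2 fold change -0.02, adjusted p = 0.135). Against control cells, 1 was lower and none was higher (0 at an unadjusted p under 0.05, and camera in limma, median log2 fold change -0.06, adjusted p = 0.354).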

Network 4 predicts a sub-network associated with activation of RNA polymerase or RNA processing and Network 5 predicts two possible sub-networks associated with neuronal voltage-activated calcium channel ion-pore structure or regulation, and synaptic neurotransmitter vesicle formation/exocytosis.

**TABLE 2:** Ingenuity Pathway Analysis of Top Predicted Biological Functions associated with knockdown or over-expression of PGRN in NSC-34 cells.

Treatment groups	Top scoring IPA biological functions		
	Diseases and disorders	Molecular and cellular functions	Physiological system development and function
NSC-34/shPGRN vs vector control NSC-34- DOWN	Neurological Disease	Cell Morphology	Behavior
	*p* value 4.95E-06–2.20E-02	*p* value 1.34E-05–1.92E-02	*p* value 5.25E-06–2.04E-02
	# molecules 128	# molecules 121	# molecules 56
NSC-34/shPGRN vs NSC-34/hPGRN DOWN	Neurological Disease	Lipid Metabolism	Nervous System Development and Function
	*p* value 1.08E-05–1.99E-02	*p* value 1.67E-05–1.87E-02	*p* value 3.89E-06–1.94E-02
	# molecules 108	# molecules 74	# molecules 118
NSC-34/shPGRN vs vector control NSC-34- UP	Cardiovascular Disease	Cellular Growth and Proliferation	Embryonic Development
	*p* value 1.38E-06–1.23E-02	*p* value 1.11E-05–1.21E-02	*p* value 1.56E-06–1.16E-02
	# molecules 67	# molecules 148	# molecules 106
NSC-34/shPGRN vs NSC-34/hPGRN - UP	Cancer	Cellular Growth and Proliferation	Cardiovascular System Development and Function
	*p* value 1.98E-09–1.56E-02	*p* value 4.74E-07–1.50E-02	*p* value 2.09E-05–1.56E-02
	# molecules 172	# molecules 147	# molecules 63

*Note that molecules that decrease when PGRN is knocked down have a predicted association with neurological disease, behavior and nervous system development and function. Down regulated gene sets are indicated as DOWN and up-regulated as UP.*

**TABLE 3:** IPA Associated Network Functions predicted for molecules downregulated by more than 1.5-fold between NSC-34/shPGRN PGRN knockdown and PGRN overexpressing NSC-34/hPGRN cells.

Rank	ID Associated Network Functions	Score
1	Cell Cycle, Tissue Morphology, Cell-mediated Immune Response	47
2	Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism	39
3	Infectious Disease, Cellular Development, Cellular Growth, and Proliferation	39
4	Cell Signaling, Gene Expression, Cell Cycle	38
5	Cell-To-Cell Signaling and Interaction, Nervous System Development and Function, Amino Acid Metabolism	34

Database for Annotation, Visualization, and Integrated Discovery Bioinformatics Resources were used to determine enrichment of GO terms and provide functional annotation clustering with groups, or clusters, of functionally related GO and KEGG terms ranked by an enrichment score (Huang da et al., 2009b,a). The DAVID analyses were stratified into: (i) signals that are downregulated in PGRN knockdown cells versus PGRN overexpressing cells; (ii) signals that are down regulated in PGRN knockdown cells with respect both to PGRN overexpressing cells and control cells (“commons”); (iii) the “neuronal commons,” that is genes extracted from the “common” subset that have a well-defined CNS function assessed by manually surveying their entries in the Uniprot, Genecards and OMIM databases. 657 genes in total go down in the [shPGRN vs hPGRN] gene set. 

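Vldlr, Slc32a1 and Bscl2 are among 132 genes that were at least 1.5-fold lower in NSC-34/shPGRN than in NSC-34/hPGRN cells at an adjusted p under 0.05 in limma. Genes that were higher by the same measure numbered 141, Sparc and Nrp1 among them. Against control cells, 118 genes were lower and 160 higher at the same thresholds. The counts depend on how dim signals are treated, because the offset of 50 shrinks their folds. With the authors' values on a log2 scale, 286 genes were lower and 268 higher, including 125 and 124 of the genes above. With an offset of 16, chosen after seeing the data, 218 were lower and 224 higher.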

The common gene set [shPGRN vs CTL/hPGRN] contains 264 molecules (40% of all down-regulated genes in the [shPGRN vs hPGRN] gene set). 

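The genes at least 1.5-fold lower in NSC-34/shPGRN cells than in both NSC-34/hPGRN and control cells include Vldlr, Srgap3, Slc32a1, Flrt1 and Pi16. Against control cells Vldlr was lower (limma log2 fold change -0.85, SE 0.09, adjusted p = 6.72e-07), as were Srgap3 (limma log2 fold change -1.15, SE 0.10, adjusted p = 4.69e-08) and Slc32a1 (limma log2 fold change -1.21, SE 0.10, adjusted p = 2.63e-08). In all, 54 genes were lower in both comparisons at an adjusted p under 0.05 in limma, which is 40.9% of the 132 lower against NSC-34/hPGRN cells. In the other direction, 66 genes were higher in both, 46.8% of 141.
Both comparisons use the same NSC-34/shPGRN arrays, which can raise the overlap. In 100 simulations of unchanged lines that share these arrays, the overlap averaged 0.0500 lower and 0.0400 higher genes, at most 5 and 2. Few genes of unchanged lines pass the thresholds, so these simulations cannot show how far shared arrays raise the overlap of longer lists. Independent lists of these lengths would share 1.38 and 2.00 genes. With the NSC-34/shPGRN arrays split 2 and 2 between the comparisons, 45 to 58 lower and 61 to 69 higher genes were shared.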

There are 55 genes in the “neuronal commons” gene subset, representing one fifth (20.8%) of the common gene set. 

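Genes of antigen presentation on MHC class I were lower in NSC-34/shPGRN cells. Of 22 tested, 9 were lower and none was higher (1 at an unadjusted p under 0.05, 9 lower and 0 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.17, adjusted p = 9.50e-05). Against control cells, 7 were lower and none was higher (0 at an unadjusted p under 0.05, 8 lower and 0 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.18, adjusted p = 0.00124, adjusted p = 0.121 with an estimated correlation). This list too is 1 of the 3 lower than in control cells, a count that 7 of 35 divisions of the arrays reached, so chance is not excluded for it. Psmb8, a subunit of the immunoproteasome, was at 350.2 ± 42.6 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 658 ± 69.7 in NSC-34/hPGRN cells and 507 ± 21.9 in control cells (limma log2 fold change -0.79, SE 0.10, adjusted p = 6.89e-06 against NSC-34/hPGRN cells). H2-D1, a class I heavy chain, was at 1030.2 ± 92.0 in NSC-34/shPGRN cells, 1866 ± 174 in NSC-34/hPGRN cells and 1635 ± 306 in control cells (limma log2 fold change -0.81, SE 0.11, adjusted p = 3.25e-05), and H2-T23, a nonclassical class I molecule, at 69.8 ± 8.13 in NSC-34/shPGRN cells, 157 ± 45.3 in NSC-34/hPGRN cells and 122 ± 18.8 in control cells (limma log2 fold change -0.67, SE 0.11, adjusted p = 0.000270). Class I genes resemble each other, and their probes may bind related transcripts.
Mt1, which encodes the zinc-binding protein metallothionein 1, was at 9574 ± 428 in NSC-34/shPGRN cells, 15241 ± 736 in NSC-34/hPGRN cells and 13007 ± 511 in control cells (limma log2 fold change -0.67, SE 0.08, adjusted p = 9.55e-06), and Slc30a1, a zinc exporter, at 81.4 ± 9.67 in NSC-34/shPGRN cells and 138 ± 15.3 in NSC-34/hPGRN cells (limma log2 fold change -0.45, SE 0.11, adjusted p = 0.00548). Of 20 genes of zinc transport, 5 were lower and none was higher (2 at an unadjusted p under 0.05, 6 lower and 1 higher when adjusted over the list alone), and the list did not pass against NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.08, adjusted p = 0.135) or control cells (camera in limma, median log2 fold change 0.00, adjusted p = 0.354, with a mean of -0.08). Against NSC-34/hPGRN cells it passed with the stricter filter (camera in limma, adjusted p = 0.0105, and 0.0105 to 0.191 over all alternatives) and in the self-contained test fry (adjusted p = 2.98e-05). Against control cells, 7 of the 20 zinc genes were lower and 4 higher at an unadjusted p under 0.05 in limma. Pex19, an import receptor for peroxisomal membrane proteins, was lower than in NSC-34/hPGRN cells (limma log2 fold change -0.41, SE 0.09, adjusted p = 0.00209), and of 24 peroxisomal genes, 2 were lower and 1 was higher (2 lower and 1 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.06, adjusted p = 0.887). The peroxisomal list did not pass, and it did not pass against control cells either (camera in limma, median log2 fold change 0.04, adjusted p = 0.884).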

Predicted functional annotation clustering is given in Figure 2A for clusters with an enrichment score of one or above. The top 10 most enriched individual GO-terms are given in Figure 2B. Both the cluster analysis and individual GO-terms indicate effects on synaptic function in the NSC-34/shPGRN cells (compare with IPA network 5, Supplementary Figure 3), associated, in particular, with synaptic vesicle cycling and SNARE interactions in vesicular transport and neuron projection. 

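Stx1a, which encodes syntaxin 1A, a SNARE protein of the presynaptic membrane, was at 914 ± 55.1 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 1369 ± 73.8 in NSC-34/hPGRN cells and 1387 ± 95.6 in control cells and was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change -0.55, SE 0.09, adjusted p = 0.000130) and control cells (limma log2 fold change -0.56, SE 0.09, adjusted p = 8.72e-05). Cplx1, which encodes the SNARE-binding protein complexin 1, was at 1276 ± 28.4 in NSC-34/shPGRN cells, 1857 ± 101 in NSC-34/hPGRN cells and 1779.8 ± 181 in control cells and was lower in both comparisons too (limma log2 fold change -0.52, SE 0.09, adjusted p = 0.000334 and limma log2 fold change -0.45, SE 0.09, adjusted p = 0.00119). Of 61 genes of the synaptic vesicle cycle and SNARE interactions, 14 were lower and 4 were higher (21 lower and 4 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.13, adjusted p = 0.00856). Against control cells, 12 were lower and 4 were higher (13 lower and 5 higher when adjusted over the list alone), and the list did not pass (camera in limma, median log2 fold change -0.10, adjusted p = 0.161). Gap43, a protein of growing axons, was at 411 ± 72.5 in NSC-34/shPGRN cells, 646 ± 74.2 in NSC-34/hPGRN cells and 728 ± 151 in control cells and was lower than in NSC-34/hPGRN cells (limma log2 fold change -0.58, SE 0.12, adjusted p = 0.00263). Kank1, a regulator of the actin cytoskeleton, was lower too, at 149 ± 19.8 in NSC-34/shPGRN cells, 284 ± 18.8 in NSC-34/hPGRN cells and 290.4 ± 57.6 in control cells (limma log2 fold change -0.69, SE 0.11, adjusted p = 0.000113).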

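Most genes of sterol biosynthesis were lower in NSC-34/shPGRN than in NSC-34/hPGRN cells. Of 15 tested, 11 were lower and none was higher (0 at an unadjusted p under 0.05, 12 lower and 0 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.48, adjusted p = 4.93e-10). Nsdhl, a sterol dehydrogenase that removes a carboxyl group from cholesterol precursors, was at 1099 ± 39.3 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 2137 ± 39.2 in NSC-34/hPGRN cells and 1705 ± 368 in control cells (limma log2 fold change -0.92, SE 0.11, adjusted p = 7.57e-06). Msmo1, the methylsterol monooxygenase, was at 84.2 ± 30.8 in NSC-34/shPGRN cells, 224 ± 32.0 in NSC-34/hPGRN cells and 183 ± 21.7 in control cells (limma log2 fold change -0.93, SE 0.12, adjusted p = 1.21e-05), Hsd17b7, a ketosteroid reductase of the same pathway, at 1937 ± 72.5 in NSC-34/shPGRN cells, 3198 ± 167 in NSC-34/hPGRN cells and 2664 ± 138 in control cells (limma log2 fold change -0.70, SE 0.08, adjusted p = 5.67e-06), and Lss, the lanosterol synthase, at 666 ± 73.0 in NSC-34/shPGRN cells, 1159 ± 136 in NSC-34/hPGRN cells and 902 ± 202 in control cells (limma log2 fold change -0.74, SE 0.12, adjusted p = 0.000227). Against control cells, 7 were lower and none was higher (1 at an unadjusted p under 0.05, 10 lower and 1 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.29, adjusted p = 0.000705, adjusted p = 0.362 with an estimated correlation). Msmo1 and Hsd17b7 were lower than in control cells as well (limma log2 fold change -0.72, SE 0.12, adjusted p = 0.000189 and limma log2 fold change -0.44, SE 0.08, adjusted p = 0.000800). The sterol list is 1 of 3 lists lower than in control cells. As many came from 7 of 35 divisions of the arrays, so chance is not excluded for that count.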

Functional annotation clustering (Figure 2A) and the list of top individual GO terms (Figure 2B) also show a strong signal for sterol biosynthetic pathways (compare with IPA network 2, Supplementary Figure 3).

**FIGURE 2:**
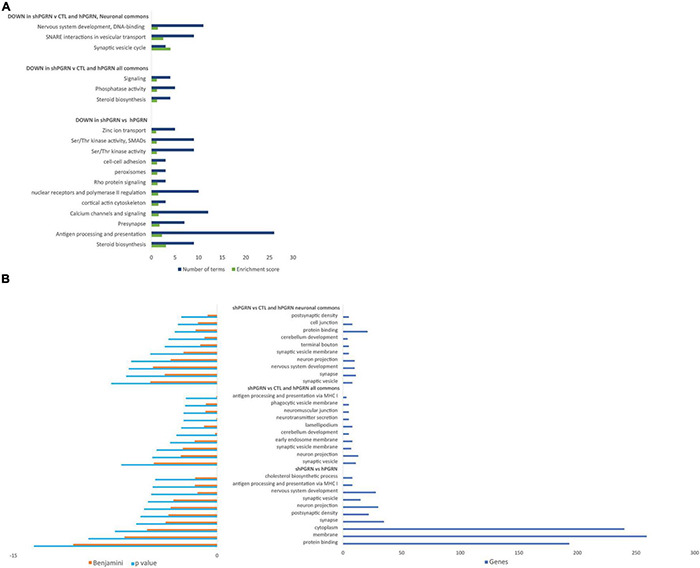
Gene ontology enrichment analyses for molecular signals that are downregulated in cells with reduced PGRN expression (NSC-34/shPGRN cells). **(A)** Functional Annotation Clusters (DAVID) with an enrichment score of one or greater for molecules downregulated in PGRN knockdown cells (shPGRN) are compared against: (i) PGRN overexpressing cells (DOWN in shPGRN vs hPGRN); (ii) The molecules downregulated in NSC-34/shPGRN cells relative to both NSC-34/hPGRN cells and Control cells (DOWN in shPGRN v [CTL and hPGRN all commons]) and molecules in the common set that have well defined neuronal functions (DOWN in shPGRN v [CTL and PGRN, neuronal commons]). See the text for details. Both GO and KEGG terms were included in the analysis and the clusters named based on a summary of its individual GO and KEGG terms. **(B)** Top ten GO terms downregulated in PGRN knockdown cells (shPGRN) versus groups (i–iii) as above. Statistical terms are expressed as -log_10_ and ranked by their *p* scores, and are shown together with their Benjamini scores, which take account of potential false discovery rates. The number of genes included in each GO term is given on the right.

The top GO-terms and annotation clusters that are upregulated in NSC-34/shPGRN cells relative to both control cells and PGRN over-expressing cells (commons-up) are summarized in Supplementary Table 2. This revealed several signals for neuron-related terms, but, rather than being centered on synaptic structural functions, as was observed among the down-regulated data set (Figure 2), the up-regulated terms are related to semaphorin signaling and extracellular axon guidance pathways. 

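Sparc, a secreted glycoprotein that binds collagen, was at 558 ± 34.9 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 109 ± 12.4 in NSC-34/hPGRN cells and 211 ± 32.5 in control cells and was higher in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change 1.80, SE 0.10, adjusted p = 7.45e-12) and control cells (limma log2 fold change 1.16, SE 0.10, adjusted p = 1.25e-08). Lamb2, the laminin beta 2 chain of basement membranes, was higher in both comparisons too, at 177 ± 16.8 in NSC-34/shPGRN cells, 62.2 ± 8.88 in NSC-34/hPGRN cells and 59.2 ± 29.8 in control cells (limma log2 fold change 0.89, SE 0.12, adjusted p = 2.16e-05 and limma log2 fold change 0.95, SE 0.12, adjusted p = 7.40e-06). Of 29 genes of the extracellular matrix and basement membrane, 2 were lower and 4 were higher (2 lower and 5 higher when adjusted over the list alone) than in NSC-34/hPGRN cells, and the list did not pass (camera in limma, median log2 fold change -0.03, adjusted p = 0.985, with a mean of -0.01 and a test direction that was up). Against control cells, 1 was lower and 6 were higher (3 lower and 7 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.13, adjusted p = 0.161). Of 25 integrins and cadherins, 5 were lower and none was higher (3 at an unadjusted p under 0.05, 6 lower and 2 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.03, adjusted p = 0.887, with a mean of -0.02), and 3 were lower and 2 were higher (4 lower and 3 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change -0.04, adjusted p = 0.781).
Id1, a BMP target that inhibits differentiation factors, was at 434 ± 63.3 in NSC-34/shPGRN cells, 236 ± 47.8 in NSC-34/hPGRN cells and 287 ± 39.3 in control cells (limma log2 fold change 0.72, SE 0.11, adjusted p = 0.000126 against NSC-34/hPGRN cells). Tgfbr1, the type I TGF-beta receptor, was lower, at 1405 ± 114 in NSC-34/shPGRN cells, 2140.3 ± 126 in NSC-34/hPGRN cells and 1986 ± 65.3 in control cells (limma log2 fold change -0.58, SE 0.09, adjusted p = 6.67e-05). Of 28 genes of TGF-beta, BMP and SMAD signaling, 5 were lower and 4 were higher (5 lower and 5 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.02, adjusted p = 0.985, with a mean of 0.01), and 2 were lower and 5 were higher (5 lower and 5 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change 0.04, adjusted p = 0.761). Genes of the mesenchymal state of neuroblastoma cells were higher than in NSC-34/hPGRN cells, 6 of 21 (0 lower and 6 higher when adjusted over the list alone), while none was lower (1 at an unadjusted p under 0.05, and camera in limma, median log2 fold change 0.17, adjusted p = 0.00203). Against control cells, 2 were lower and 6 were higher (2 lower and 6 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.13, adjusted p = 0.161). The mesenchymal list is 1 of 2 lists higher than in NSC-34/hPGRN cells. Of 35 divisions of these 8 arrays, 14 gave as many, the real one among them, so chance is not excluded for that count. Sox9, a transcription factor of neural crest and glial cells, was at 1305 ± 109 in NSC-34/shPGRN cells, 979 ± 108 in NSC-34/hPGRN cells and 818 ± 74.8 in control cells (limma log2 fold change 0.39, SE 0.10, adjusted p = 0.00827 against NSC-34/hPGRN cells).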

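Nrp1, which encodes the semaphorin co-receptor neuropilin 1, was at 449.6 ± 54.3 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 185 ± 20.7 in NSC-34/hPGRN cells and 176 ± 8.89 in control cells and was higher in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change 1.02, SE 0.09, adjusted p = 1.08e-07) and control cells (limma log2 fold change 1.07, SE 0.09, adjusted p = 3.40e-08). Sema6d, a transmembrane semaphorin, was higher than in control cells, at 267 ± 8.74 in NSC-34/shPGRN cells and 184 ± 11.5 in control cells (limma log2 fold change 0.41, SE 0.09, adjusted p = 0.00363), and Sema3f, a secreted semaphorin, was lower than in NSC-34/hPGRN cells, at 216 ± 28.9 in NSC-34/shPGRN cells, 336 ± 29.5 in NSC-34/hPGRN cells and 217 ± 41.1 in control cells (limma log2 fold change -0.51, SE 0.11, adjusted p = 0.00205). Of 21 semaphorins, plexins and neuropilins, 3 were lower and 2 were higher (3 lower and 2 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.02, adjusted p = 0.985, with a mean of 0.02). Against control cells, none was lower (2 at an unadjusted p under 0.05) and 5 were higher (0 lower and 5 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.04, adjusted p = 0.354). Of 23 other axon guidance genes, 2 were lower and 5 were higher (4 lower and 5 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.04, adjusted p = 0.788), and 2 were lower and 6 were higher (2 lower and 7 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change 0.04, adjusted p = 0.431). Efna4, an ephrin ligand of Eph receptors, was at 46.7 ± 8.78 in NSC-34/shPGRN cells, 16.7 ± 4.08 (3 of 4 arrays above background) in NSC-34/hPGRN cells and 21.3 ± 7.55 in control cells (limma log2 fold change 0.42, SE 0.09, adjusted p = 0.00269). None of these list tests passed.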

The GO term “membrane” was enriched in both the down-regulated (Figure 2B) and up-regulated transcript data sets (Supplementary Table 2). Among the molecules included in the two “membrane” GO terms (up and down regulated), are many with receptor-like properties (Table 4). 

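Axl, a receptor tyrosine kinase of the ligand Gas6, was at 170.1 ± 11.9 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 62.7 ± 7.38 in NSC-34/hPGRN cells and 63.9 ± 13.2 in control cells and was higher in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change 0.85, SE 0.09, adjusted p = 1.28e-06) and control cells (limma log2 fold change 0.84, SE 0.09, adjusted p = 8.98e-07). Ephb4, a receptor of ephrin B ligands, was at 376 ± 46.5 in NSC-34/shPGRN cells, 207 ± 39.9 in NSC-34/hPGRN cells and 237 ± 42.5 in control cells and was higher in both comparisons (limma log2 fold change 0.69, SE 0.12, adjusted p = 0.000262 and limma log2 fold change 0.54, SE 0.12, adjusted p = 0.00271). Ngfr, the low-affinity neurotrophin receptor p75, which lacks a kinase domain, was at 858 ± 63.5 in NSC-34/shPGRN cells, 468 ± 13.5 in NSC-34/hPGRN cells and 624 ± 122 in control cells and was higher in both as well (limma log2 fold change 0.78, SE 0.11, adjusted p = 2.78e-05 and limma log2 fold change 0.43, SE 0.11, adjusted p = 0.00817). Ret, the kinase subunit of the GDNF receptor, was at 5061 ± 167 in NSC-34/shPGRN cells, 5436 ± 289 in NSC-34/hPGRN cells and 7058 ± 954 in control cells. It was lower in NSC-34/shPGRN than in control cells (limma log2 fold change -0.46, SE 0.10, adjusted p = 0.00185). Ret was lower in NSC-34/hPGRN than in control cells too (limma log2 fold change -0.36, SE 0.10, adjusted p = 0.0226, and 0.00619 to 0.0873 over all alternatives, changed in 6). Between NSC-34/shPGRN and NSC-34/hPGRN cells its brightest probe did not differ past the threshold (limma log2 fold change -0.10, SE 0.10, adjusted p = 0.564). With every probe tested, another probe of Ret was lower than in NSC-34/hPGRN cells (limma, adjusted p = 0.00158, and 0.00158 to 0.740 over all alternatives). No probe of Pdgfrb passed the filter. The study chose these genes on these samples, so their directions are not independent evidence. Of 29 receptor tyrosine kinases tested, 2 were lower and 2 were higher (2 lower and 2 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.02, adjusted p = 0.887), and 3 were lower and 2 were higher (3 lower and 2 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change 0.06, adjusted p = 0.595). Among 15 neurotrophic factors and their receptors, 1 was lower and 2 were higher (1 lower and 2 higher when adjusted over the list alone, and camera in limma, median log2 fold change just below 0, adjusted p = 0.866, with a mean of 0.04), the lower one being Ptn, which encodes the heparin-binding growth factor pleiotrophin, at 207 ± 44.8 in NSC-34/shPGRN cells, 436 ± 66.6 in NSC-34/hPGRN cells and 315 ± 41.2 in control cells (limma log2 fold change -0.87, SE 0.12, adjusted p = 2.58e-05). Against control cells, 2 were lower and 1 was higher (camera in limma, median log2 fold change 0.05, adjusted p = 0.995, with a mean just below 0).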

Substantially more signals for receptor tyrosine kinase transcripts (AXL, EPHB4, NGFR, and PDGFRB) are up-regulated in NSC-34/shPGRN cells compared to those that are down-regulated (RET). Similarly signals for molecules in the semaphorin-signaling pathway (NRP1, NRP2, PLXNA1, SEMA7A, SEMA6B), Notch-related receptors (NOTCH1 and NOTCH4), and receptors- in the Wnt-signaling pathway (FZD3, FZD7, LGR6) were up-regulated when PGRN was depleted. In comparison, the number of differentially regulated G-protein linked receptor mRNAs in either the up- or the down-regulated groups is similar (5 vs 6). 

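Notch1, a Notch receptor, was at 81.2 ± 17.6 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 13.0 ± 10.7 (2 of 4 arrays above background) in NSC-34/hPGRN cells and 11.7 ± 12.9 (2 of 4 arrays above background) in control cells and was higher in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change 0.85, SE 0.12, adjusted p = 3.11e-05) and control cells (limma log2 fold change 0.88, SE 0.12, adjusted p = 1.69e-05). Notch4 was at 129 ± 12.5 in NSC-34/shPGRN cells, 82.9 ± 9.27 in NSC-34/hPGRN cells and 103 ± 24.1 in control cells and was higher than in NSC-34/hPGRN cells (limma log2 fold change 0.37, SE 0.10, adjusted p = 0.0126), while its difference from control cells did not pass (limma log2 fold change 0.21, SE 0.10, adjusted p = 0.185). Fzd7, a Wnt receptor, was higher in both comparisons, at 72.5 ± 14.0 in NSC-34/shPGRN cells, 32.8 ± 4.15 in NSC-34/hPGRN cells and 37.2 ± 15.8 in control cells (limma log2 fold change 0.46, SE 0.10, adjusted p = 0.00383 and limma log2 fold change 0.41, SE 0.10, adjusted p = 0.00916). Fzd3 was higher than in NSC-34/hPGRN cells, at 431 ± 49.1 in NSC-34/shPGRN cells, 322 ± 42.5 in NSC-34/hPGRN cells and 386 ± 55.3 in control cells (limma log2 fold change 0.35, SE 0.11, adjusted p = 0.0276). The difference of Fzd3 from control cells did not pass (limma log2 fold change 0.14, SE 0.11, adjusted p = 0.450). Of the semaphorin genes besides Nrp1, Sema6b was at 54.2 ± 7.39 in NSC-34/shPGRN cells, 26.2 ± 13.6 in NSC-34/hPGRN cells and 21.7 ± 5.65 in control cells (limma log2 fold change 0.37, SE 0.10, adjusted p = 0.0140), Sema7a at 9.90 ± 9.60 (1 of 4 arrays above background) in NSC-34/shPGRN cells, 33.7 ± 20.2 (3 of 4 arrays above background) in NSC-34/hPGRN cells and 15.4 ± 2.85 (3 of 4 arrays above background) in control cells (limma log2 fold change -0.35, SE 0.12, adjusted p = 0.0465) and Nrp2 at 6.64 ± 6.50 (1 of 4 arrays above background) in NSC-34/shPGRN cells, 7.90 ± 9.88 (2 of 4 arrays above background) in NSC-34/hPGRN cells and 6.80 ± 6.56 (1 of 4 arrays above background) in control cells (limma log2 fold change -0.02, SE 0.10, adjusted p = 0.937). No probe of Plxna1 or Lgr6 passed the filter.
Hes6, an antagonist of Notch target repressors that promotes neuronal differentiation, was lower, at 323 ± 24.5 in NSC-34/shPGRN cells, 544 ± 18.8 in NSC-34/hPGRN cells and 618 ± 108 in control cells (limma log2 fold change -0.64, SE 0.10, adjusted p = 0.000134). Of 24 Notch receptors, ligands and targets, 3 were lower and 4 were higher (3 lower and 4 higher when adjusted over the list alone) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.06, adjusted p = 0.887), and 2 were lower and 1 was higher (2 lower and 1 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change 0.01, adjusted p = 0.967, with a mean just below 0). Among 32 genes of Wnt signaling, 2 were lower and 2 were higher (2 lower and 2 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.02, adjusted p = 0.887), and 1 was lower and 4 were higher (1 lower and 4 higher when adjusted over the list alone) than in control cells (camera in limma, median log2 fold change 0.07, adjusted p = 0.481). The receptors named first were chosen by the study on these samples and are not independent evidence of direction. With the authors' values on a log2 scale, the calls of Notch1, Sema6b, Sema7a and Fzd3 against NSC-34/hPGRN cells were lost (limma, adjusted p = 0.434, 0.0610, 0.120 and 0.0767, and 1.17e-05 to 0.434, 0.00508 to 0.0610, 0.00526 to 0.164 and 0.00197 to 0.0859 over all alternatives, in 2 of which Sema6b, in 15 Sema7a and in 7 Fzd3 changed). Against control cells the calls of Notch1 and Fzd7 were lost in the same way (adjusted p = 0.406 and 0.0504, and 6.59e-06 to 0.406 and 0.00363 to 0.0504 in limma).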

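Sstr2, a somatostatin receptor, was lower in NSC-34/shPGRN cells, at 91.6 ± 9.93 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 177 ± 10.4 in NSC-34/hPGRN cells and 169 ± 24.6 in control cells (limma log2 fold change -0.61, SE 0.09, adjusted p = 7.70e-05 against NSC-34/hPGRN cells). The orphan receptors Gpr19 and Gpr85 were lower too, at 371 ± 30.0 in NSC-34/shPGRN cells, 555 ± 30.8 in NSC-34/hPGRN cells and 668 ± 59.5 in control cells (limma log2 fold change -0.50, SE 0.09, adjusted p = 0.000471) and at 84.1 ± 11.3 in NSC-34/shPGRN cells, 152 ± 22.9 in NSC-34/hPGRN cells and 144 ± 30.7 in control cells (limma log2 fold change -0.52, SE 0.11, adjusted p = 0.00176). Oprl1, the nociceptin receptor, was at 21.9 ± 7.07 in NSC-34/shPGRN cells, 29.7 ± 2.82 in NSC-34/hPGRN cells and 37.0 ± 15.2 in control cells and did not pass (limma log2 fold change -0.12, SE 0.10, adjusted p = 0.501). P2ry6, a receptor for UDP, was higher, at 629.9 ± 24.4 in NSC-34/shPGRN cells, 334 ± 12.7 in NSC-34/hPGRN cells and 318 ± 39.4 in control cells (limma log2 fold change 0.79, SE 0.09, adjusted p = 2.76e-06), as was Ptgir, the prostacyclin receptor, at 549.6 ± 64.3 in NSC-34/shPGRN cells, 303 ± 20.2 in NSC-34/hPGRN cells and 288 ± 37.0 in control cells (limma log2 fold change 0.73, SE 0.10, adjusted p = 2.40e-05). Of the G-protein linked receptors that Table 4 gives as down-regulated, 4 of 5 were tested. Of these, 3 were lower than in NSC-34/hPGRN cells and 3 lower than in control cells, 1 of them by at least 1.5-fold in each comparison. Of those it gives as up-regulated, 2 of 6 were tested and both were higher in both comparisons, by at least 1.5-fold. The study chose these genes on these samples, so the counts are not independent evidence of direction. Replicate 4 of control cells read 233 for Ptgir, and the other 3 arrays 301 to 309.6.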

Receptor-like proteins associated with the immune response were down-regulated in NSC-34/shPGRN cells (CD109, CD180, CD40, Fc receptor IgA IgM, CSF2RA, TREML1, and TNFSF8). 

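Cd40, a receptor of the tumor necrosis factor family, was at 241 ± 17.1 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 416 ± 6.73 in NSC-34/hPGRN cells and 457 ± 28.2 in control cells and was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells (limma log2 fold change -0.64, SE 0.08, adjusted p = 1.58e-05) and control cells (limma log2 fold change -0.76, SE 0.08, adjusted p = 1.19e-06). Csf2ra, the alpha chain of the GM-CSF receptor, was at 52.4 ± 15.4 in NSC-34/hPGRN cells and 27.7 ± 20.6 (3 of 4 arrays above background) in control cells and was not above background on any array of NSC-34/shPGRN cells, a difference of at least 1.47-fold from NSC-34/hPGRN cells (limma, adjusted p = 0.000601). Cd109, a membrane protein that binds TGF-beta receptors, was dim in every line, at 13.0 ± 5.95 (1 of 4 arrays above background) in NSC-34/shPGRN cells, 16.3 ± 5.56 (3 of 4 arrays above background) in NSC-34/hPGRN cells and 19.4 ± 12.7 (3 of 4 arrays above background) in control cells, and did not differ past the threshold (limma log2 fold change -0.05, SE 0.10, adjusted p = 0.787). Of the 7 immune receptors that Table 4 gives as down-regulated against both other lines, 3 had a probe past the filter. In limma 2 were lower than in NSC-34/hPGRN cells and 1, Cd40, lower than in control cells. Csf2ra did not pass against control cells (limma, adjusted p = 0.0727, and 0.0120 to 0.263 over all alternatives, changed in 2). The study chose these genes on these samples, so these counts are not independent evidence of direction. Replicate 2 of control cells read 38.4 for Cd109, and the other 3 arrays 12.0 to 13.9.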

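Casp9, the initiator caspase of the mitochondrial pathway, was lower in NSC-34/shPGRN than in NSC-34/hPGRN cells, at 266 ± 18.0 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 401 ± 39.3 in NSC-34/hPGRN cells and 305 ± 38.0 in control cells (limma log2 fold change -0.48, SE 0.09, adjusted p = 0.00109). Bnip3l, a mitochondrial protein of the Bcl-2 family that takes part in mitophagy and cell death, was lower too, at 636 ± 53.6 in NSC-34/shPGRN cells and 913 ± 34.3 in NSC-34/hPGRN cells (limma log2 fold change -0.48, SE 0.09, adjusted p = 0.000681). Of 36 genes of apoptosis and its inhibition, 3 were lower and 1 was higher (3 lower and 0 higher when adjusted over the list alone) than in NSC-34/hPGRN cells, and the list did not pass (camera in limma, median log2 fold change -0.03, adjusted p = 0.300). Against control cells, 4 were lower and none was higher (2 at an unadjusted p under 0.05, 4 lower and 0 higher when adjusted over the list alone, and camera in limma, median log2 fold change -0.05, adjusted p = 0.354). Tradd, an adapter of tumor necrosis factor receptors, was at 117 ± 16.5 in NSC-34/shPGRN cells and 204 ± 39.8 in control cells and was lower than in control cells (limma log2 fold change -0.54, SE 0.11, adjusted p = 0.00111).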

Although PGRN is a powerful survival agent in NSC-34 cells we did not detect any signals associated with apoptosis or its inhibition in NSC-34/shPGRN cells. This is, however, unsurprising as the conditions chosen for the gene expression analyses were not associated with extensive cell death.

**TABLE 4:** A comparison of membrane proteins identified within the GO term “membrane” with receptor-like properties that are either down regulated or up regulated in shPGRN cells relative to both control cells and PGRN over-expressing cells.

	Down regulated		Up regulated

**Symbol**	**Gene name**	**Symbol**	**Gene name**
	**RECEPTOR TYROSINE KINASES**		**RECEPTOR TYROSINE KINASES**
RET	Ret proto-oncogene (Ret)	AXL	AXL receptor tyrosine kinase (Axl)
	**G-PROTEIN COUPLED**	EPHB4	EPHB4 Epr receptor B4 (Ephb4)
GPR19	G protein-coupled receptor 19 (Gpr19)	NGFR	Nerve growth factor receptor (Ngfr)
GPR85	G protein-coupled receptor 85 (Gpr85)	PDGFRB	Platelet derived growth factor receptor, beta polypeptide (Pdgfrb)
OPRL1	Opioid receptor-like 1 (Oprl1)		**G-PROTEIN COUPLED**
PTGER3	Prostaglandin E receptor 3 (subtype EP3) (Ptger3)	ADRA1D	Adrenenrgic receptor, alpha 1d (adra1d)
SSTR2	Somatostatin receptor 2 (Sstr2)	GPR82	G protein-coupled receptor 82 (Gpr82)
	**WNT-SIGNALING**	GRM1	Glutamate receptor, metabotropic 1 (Grm1)
	Nil	PTGIR	Prostaglandin 1 receptor (IP) (Ptgir)
	**SEMAPHORIN-SIGNALING**	P2RY6	Pyrimidinergic receptor P2Y, G-protein coupled 6 (P2ry6)
	Nil	TSHR	Thyroid stimulating hormone receptor (Tshr)
	**NOTCH RECEPTORS**		**WNT-SIGNALING**
	Nil	FZD3	Frizzled class receptor 3 (Fzd3)
	**IMMUNE RECEPTORS**	FZD7	Frizzled class receptor 7 (Fzd 7)
CD109	CD109 antigen (Cd109)	LGR6	Leucine-rich repeat-containing G protein-coupled receptor 6 (Lgr6)
CD180	CD180 antigen (Cd180)		**SEMAPHORIN-SIGNALING**
CD40	CD40 antigen (Cd40)	NRP1	Neuropilin 1 (Nrp1)
FCAMR	FC receptor, IgA, IgM, high affinity (Fcamr)	NRP2	Neuropilin 2 (Nrp2)
CSF2RA	Colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage)	PLXNA1	Plexin A1 (Plxna1)
TREML1	Triggering receptor expressed on myeloid cells-like 1 (Treml1)		**NOTCH RECEPTORS**
TNFSF8	Tumor necrosis factor (ligand) superfamily, member 8 (Tnfsf8)	NOTCH1	Notch 1 (Notch1)
	**OTHERS**	NOTCH4	Notch 4 (Notch4)
GABRB3	Gamma-aminobutyric acid (GABA) A receptor, subunit beta 3 (Gabrb3)		**IMMUNE RECEPTORS**
SORCS3	Sortilin-related VPS10 domain containing receptor 3 (Sorcs3)	CD200	CD200 antigen (cd200)
VLDLR	Very low density lipoprotein receptor (Vldlr)	NCR1	Natural cytotoxicity triggering receptor 1 (Ncr1)
			**OTHERS**
		RELL1	RELT-like 1 (Rell1)
		EFNA4	Ephrin A4 (Efna4)
		FGFRL1	Fibroblast growth factor receptor-like 1 (Fgfrl1)
		GFRA3	Glial cell line derived neurotrophic factor family receptor alpha 3
		IGF2R	Insulin-like growth factor 2 receptor (Igf2r)
		SHH	Sonic hedgehog (Shh)

### Validation of Gene Expression

The reduced expression of genes involved in the neuronal cytoskeleton and neurotransmission in cells with depleted PGRN expression was confirmed by RT-PCR (Figure 3A). This is consistent with a role for PGRN expression in the maintenance of a differentiated state in NSC-34 cells (Figure 3A). Interestingly, there was often little difference in mRNA expression between control and NSC-34/hPGRN cells. We tested specifically for active growth cone formation using growth associated protein 43 (GAP-43, also called neuromodulin) (Maier et al., 2013), and, for evidence of cholinergic differentiation using vesicular acetylcholine transporter (SLC18A3) and choline acetyl transferase (ChAT) as markers (Figure 3B). Expression of GAP-43, and SLC18A3 cells were unchanged between control and NSC-34/hPGRN cells but were decreased in NSC-34/shPGRN, further supporting a role for PGRN in supporting neuron-like structural differentiation in NSC-34 cells. In contrast ChAT mRNA levels, were unaffected by PGRN depletion. Increased expression of neurotrophic receptor transcripts in NSC-34/shPGRN cells was confirmed, with strong signals observed for NGFR (nerve growth factor receptor) and FZD3 (Frizzled 3, a wnt receptor) (Figure 3C). A concerted change in genes associated with lipid metabolism was confirmed (Figure 3D) with most genes downregulated in NSC-34/shPGRN cells compared to control or NSC-34/hPGRN cells as predicted. Not all lipid metabolism genes were downregulated, however, as mRNA for ceramide synthase 2 (CER2) was strongly upregulated.

**FIGURE 3:**
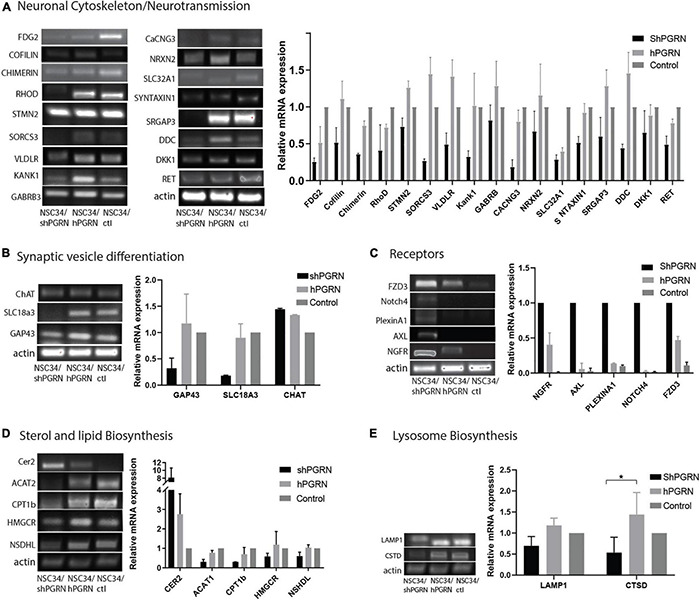
RT-PCR validation of gene expression patterns. **(A)** Selected molecules associated with neuronal cytoskeleton and synaptic transmission are sensitive to PGRN expression levels and are downregulated when PGRN levels are reduced. **(B)** RNA markers of axonal growth cone development (GAP-43) and cholinergic vesicle differentiation (SLC18A3) are regulated by PGRN expression but not the enzyme Choline acetyl transferase. **(C)** Transcripts for multiple neurotrophic receptors are upregulated upon PGRN depletion. **(D)** Pathways of sterol and lipid biosynthesis are sensitive to PGRN. **(E)** There is no consistent change in the expression of mRNA for lysosomal markers (*p* < 0.05-*, Error bars represent s.e.m.). All values are normalized to vector control cell levels which are shown as equal to one (*N* = 2± s/e/m for A–D and *N* = 3 for 3E *p* < 0.05.) except panel **(C)** which is expressed relative to NSC-34/shPGRN in order to avoid division by zero.

Neither IPA nor DAVID predicted a strong lysosomal response to PGRN depletion even though deletion of PGRN results in altered expression of lysosomal genes and proteins in other cell lines and *Grn* knockout mice (Tanaka et al., 2017; Huang et al., 2020). 

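Lysosomal genes moved in both directions against NSC-34/hPGRN cells, and more were higher than lower against control cells. Of 65 tested, 8 were lower and 4 were higher (8 lower and 4 higher when adjusted over the list alone) in NSC-34/shPGRN than in NSC-34/hPGRN cells, and the list did not pass (camera in limma, median log2 fold change 0.02, adjusted p = 0.985). Cd63, a tetraspanin of late endosomes and lysosomes, was higher, at 6277 ± 390.3 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 4415 ± 539 in NSC-34/hPGRN cells and 3779 ± 45.7 in control cells (limma log2 fold change 0.51, SE 0.10, adjusted p = 0.000722). Gnptg, a subunit of the phosphotransferase that tags lysosomal enzymes with mannose 6-phosphate, was lower, at 2381 ± 206 in NSC-34/shPGRN cells, 3473 ± 161 in NSC-34/hPGRN cells and 2639 ± 262 in control cells (limma log2 fold change -0.53, SE 0.09, adjusted p = 0.000368). Fuca1, the lysosomal fucosidase, was at 98.7 ± 14.1 in NSC-34/shPGRN cells, 27.5 ± 12.7 (3 of 4 arrays above background) in NSC-34/hPGRN cells and 33.8 ± 15.9 (3 of 4 arrays above background) in control cells and was higher than in NSC-34/hPGRN cells (limma log2 fold change 0.78, SE 0.11, adjusted p = 5.47e-05). Against control cells, 3 were lower and 14 were higher (3 lower and 14 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.06, adjusted p = 0.208). Of all 11278 genes, 773 were lower and 826 higher in that comparison, and the lysosomal list did not pass. Tpp1, a lysosomal peptidase, was at 186 ± 9.42 in NSC-34/shPGRN cells, 183 ± 12.3 in NSC-34/hPGRN cells and 116 ± 8.00 in control cells and was higher than in control cells (limma log2 fold change 0.46, SE 0.08, adjusted p = 0.000526), as was Lgmn, a lysosomal endopeptidase, at 1895 ± 205 in NSC-34/shPGRN cells, 1633 ± 157 in NSC-34/hPGRN cells and 1327 ± 50.6 in control cells (limma log2 fold change 0.49, SE 0.09, adjusted p = 0.00104). Of 27 autophagy genes, none was lower (0 at an unadjusted p under 0.05) and none was higher (2 at an unadjusted p under 0.05) than in NSC-34/hPGRN cells in limma (camera in limma, median log2 fold change 0.03, adjusted p = 0.887, and fry in limma, adjusted p = 0.381). Against control cells, 1 was lower and 2 were higher (1 lower and 2 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.05, adjusted p = 0.781).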

To evaluate whether PGRN depletion alters lysosome gene expression in NSC-34 cells we measured the relative mRNA levels of the lysosome proteins lysosomal associated membrane protein 1 (LAMP1) and cathepsin D (CTSD). There was no indication of increased expression of these genes in NSC-34/shPGRN cells (Figure 3E), and an apparent decrease in expression of cathepsin D, which implies a lack of extensive lysosome biogenesis upon partial PGRN depletion in this model.

### Lipid Groups Are Differentially Regulated in Progranulin Knockdown NSC-34 Cells

Since the transcriptomic data suggested that lipid metabolic pathways are sensitive to PGRN depletion, we undertook mass spectrometric lipidomic analyses on NSC-34/shPGRN and NSC-34/hPGRN cells. Principal component analysis confirmed that all 3 replicates from the same cell construct segregate separately from the other constructs (Supplementary Figure 4). High or low PGRN expression had no effect on the levels of the quantitatively dominant lipid groups (Figure 4A). In contrast, three lipid classes that are quantitatively less abundant, phosphatidic acid, ceramides and cholesteryl ester show upregulation of specific lipid members between high and low PGRN expressors (Figures 4B–D).

**FIGURE 4:**
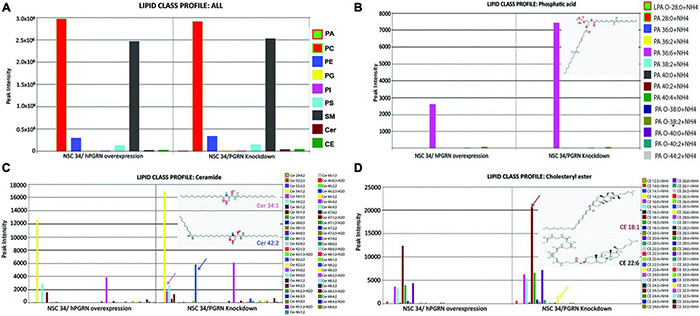
Lipidomic analyses of NSC-34 cells that stably express hPGRN compared to PGRN knockdown cells showing overall stability of the major lipid classes between the two treatments. **(A)** There are no differences in quantitatively dominant lipid classes in NSC-34/shPGRN versus NSC-34/hPGRN cells. PGRN depletion is associated with increases in quantitatively minor lipid components including specific members of **(B)** the Phosphatidic acids (insert showing the structure of Dimyristoyl phosphatidic acid), **(C)** the ceramides (Cer 34:1, Cer 42:2), and **(D)** cholesterol esters (CE18:1,CE22:6) (PA, Phosphatidic acids; PC, Glycerophosphocholines; PE, Glycerophosphoethanolamines; PG, Glycerophosphoglycerols; PI, Glycerophosphoinositols; PS, Glycerophosphoserines; SM, Sphingomeylins; Cer, Ceramides; CE, cholesterol esters).

### Influence of Progranulin on Protein Expression

The influence of PGRN expression on cellular protein composition was determined comparing NSC-34/hPGRN, NSC-34/shPGRN cells, and control cells, respectively (Supplementary Figure 5). The largest variability was detected between PGRN enriched NSC-34/hPGRN cells and NSC-34/shPGRN knockdown cells. Enrichment of GO and Kegg terms identified functional annotation clusters associated with cell adhesion, and metabolism (Figures 5A,B). Functional annotation clusters (Figure 5C) and enriched GO terms (Figure 5D) for proteins that were overexpressed in NSC-34/shPGRN cells were linked to cell adhesion, RNA binding, RNA processing and metabolism.

**FIGURE 5:**
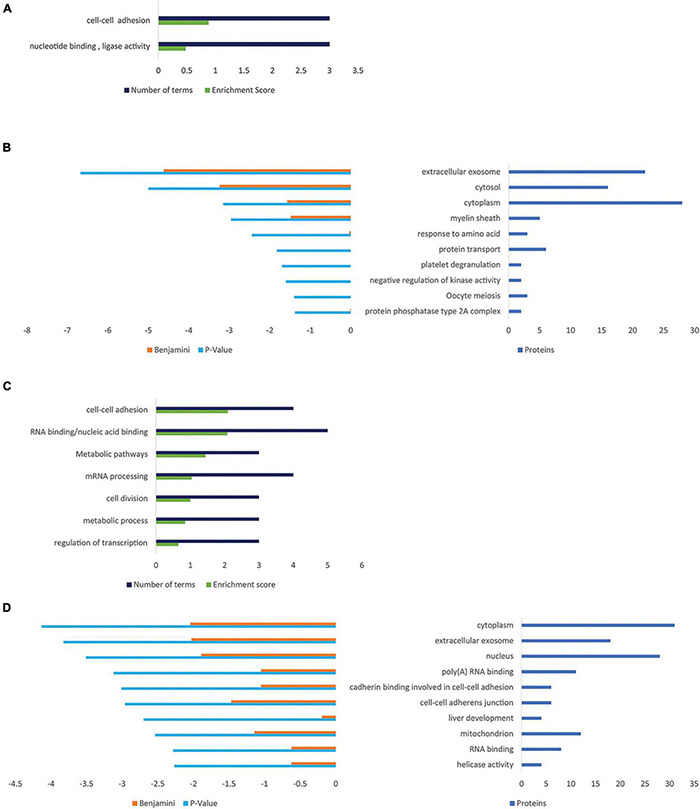
Gene ontology enrichment analyses for proteins that are regulated by PGRN expression in NSC-34 cells. **(A)** Functional Annotation Clusters (DAVID) enriched for proteins overexpressed in NSC-34/hPGRN cells compared to NSC-34/shPGRN cells. Both GO and KEGG terms were included in the analysis. **(B)** Top ten GO terms upregulated in NSC-34/hPGRN cells compared to NSC-34/shPGRN cells. **(C)** Functional Annotation Clusters (DAVID) enriched for proteins overexpressed in NSC-34/shPGRN cells compared to NSC-34/hPGRN cells. Both GO and KEGG terms were included in the analysis. **(D)** Top ten GO terms upregulated in NSC-34/shPGRN cells compared to NSC-34/hPGRN cells. Statistical terms are expressed as –log_10_ and ranked by their *p* scores, and are shown together with their Benjamini scores. The number of genes included in each GO term is given on the right.

### Progranulin Binds to Multiple Membrane Proteins Both on the Cell Surface and in the Endoplasmic Reticulum/Golgi/Lysosome Network

As the observed PGRN-dependent phenotypes in NSC-34 cells are reproduced by extracellular PGRN (Figures 1D,E), implying an action on extracellular membrane proteins (Chitramuthu et al., 2017a; Paushter et al., 2018), we therefore extended the proteomic analysis to probe specifically for potential PGRN membrane binding proteins using a LRC proteomic strategy (Frei et al., 2012, 2013; Figure 6A). In total 1746 glycopeptides were identified and quantified. Of these, the cut-off criterion employed for inclusion as putative PGRN-binders was a log2 fold binding enrichment > 0.6 (which is equivalent to an approximately 1.5-fold change in absolute values), and a *p* value < 0.02 (Supplementary Table 3). This yields 33 proteins. Most of the putative PGRN-binding proteins are associated with the plasma membrane, ER, or lysosome membranes (Figure 6B). Applying STRING analysis to this data set generated a potential interaction network of candidate lysosomal PGRN binding proteins that includes sortilin (SORT1, log2 fold enrichment 1.00 or 2 in natural numbers) and prosaposin (PSAP, log2 enrichment 0.716 or 1.64 in natural numbers) (Figure 6C). GO analysis of biological processes gave the highest score for lysosomal transport (Figure 6D). The presence of ER/Golgi/lysosome proteins is likely to be due to their exposure on the cell surface rather than uptake of labeled PGRN into the cells as the binding experiments were all conducted at 4°C. The highest scoring plasma membrane protein (Supplementary Table 3) was the tetraspanin TSPAN4 (log2 fold enhancement 3.96 or 15.5-fold in natural numbers). A second tetraspanin, TSPAN31 (log2 fold enhancement 1.86 or 3.6-fold in natural numbers), was also captured. Two members of the RTK-family, RET (log2 fold enrichment 1.25 or 2.4-fold in natural numbers), which is the kinase subunit of the glial cell-derived nerve growth factor (GDNF) receptor, and PTK7 (protein tyrosine kinase 7, log2 fold enrichment 0.942875 or 1.92-fold in natural numbers), which is an inactive RTK homolog. In the insulin-binding control arm, multiple peptides for insulin (INSR) were identified (log2 fold enrichment 2.23 or 4.69 in natural values).

**FIGURE 6:**
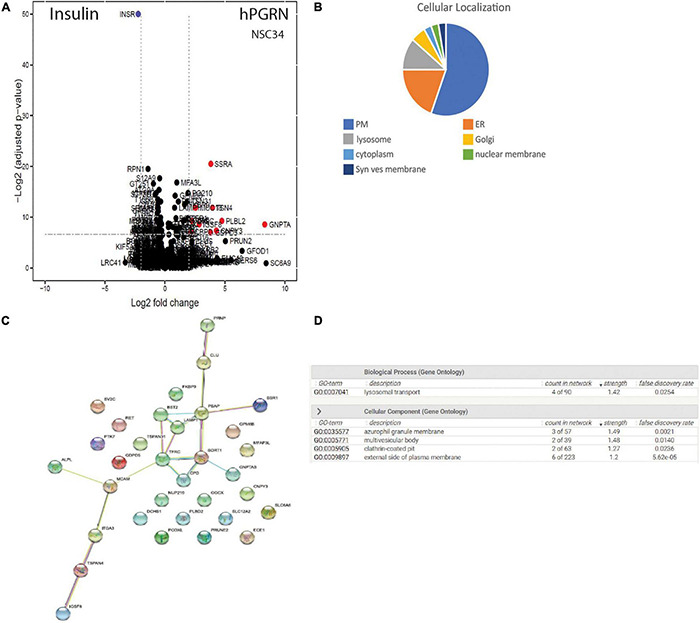
PGRN binds to multiple membrane proteins. **(A)** CaptiRec volcano plot to compare enriched proteins analyzed by ligand-receptor capture in the Insulin and PGRN samples. The data is shown as the log2 fold change (logFC) of protein level against the adjusted *p* value. **(B)** Cellular localization of putative PGRN-binding proteins identified by ligand receptor capture. Most of these proteins are associated with the plasma membrane, the endoplasmic reticulum or lysosomes (PM, plasma membrane: ER endoplasmic reticulum; Syn. Ves. Membrane, synaptic vesicle membrane). **(C)** A STRING analysis of the data set (log2 fold binding enrichment > 0.6 equivalent to approximately 1.5-fold change, and *p* value < 0.02) generated an interaction network of candidate lysosomal PGRN binding proteins that includes sortilin (SORT1), prosaposin (PSAP), and LAMP1. **(D)** Gene ontology (GO) analysis of biological processes in this data set gave the highest scores for lysosomal transport.

### Progranulin Increases Activity of Different Receptor Tyrosine Kinases in Different Cell Types

Receptor phosphotyrosine antibody arrays were employed to screen for RTKs that are sensitive to PGRN expression levels (Figure 7A). RET, PDGFR-alpha (Platelet derived growth factor -alpha), Mer, and weakly, TrkA (high affinity nerve growth factor receptor), MusK (Muscle-Specific Kinase), and EphA3 (EPH Receptor A3) were more highly tyrosine phosphorylated in NSC-34/hPGRN cells than in vector controls or NSC-34/shPGRN knockdown cells (Figure 7B). Other reports, using the same phosphotyrosine receptor array screening technique, but analyzing non-neuronal cells, revealed that EphA2 was the likely RTK target for PGRN (Neill et al., 2016). Given that EphA3 phosphorylation is only weakly enhanced by PGRN expression in NSC-343 cells, we tested PGRN in MDA-MD-468 mammary epithelial cells and detected phosphorylation of the insulin receptor, the epidermal growth factor (EGF) receptor, and ErbB2 (an EGF-receptor family member), as well as members of the EphA family of receptors (Figure 7A). PGRN expression, therefore, activates different sets of tyrosine kinase receptors in different cell types implying cell context-dependent signaling. The antibody array results were validated by Western blot analyses using phospho-receptor specific antibodies (Figures 7C,D). RET expression is greatly reduced in NSC-34/shPGRN cells, suggesting that at least some of the differences observed in receptor RET tyrosine phosphorylation reflect differential expression of the RET protein, as was also predicted from the mRNA microarray analyses.

**FIGURE 7:**
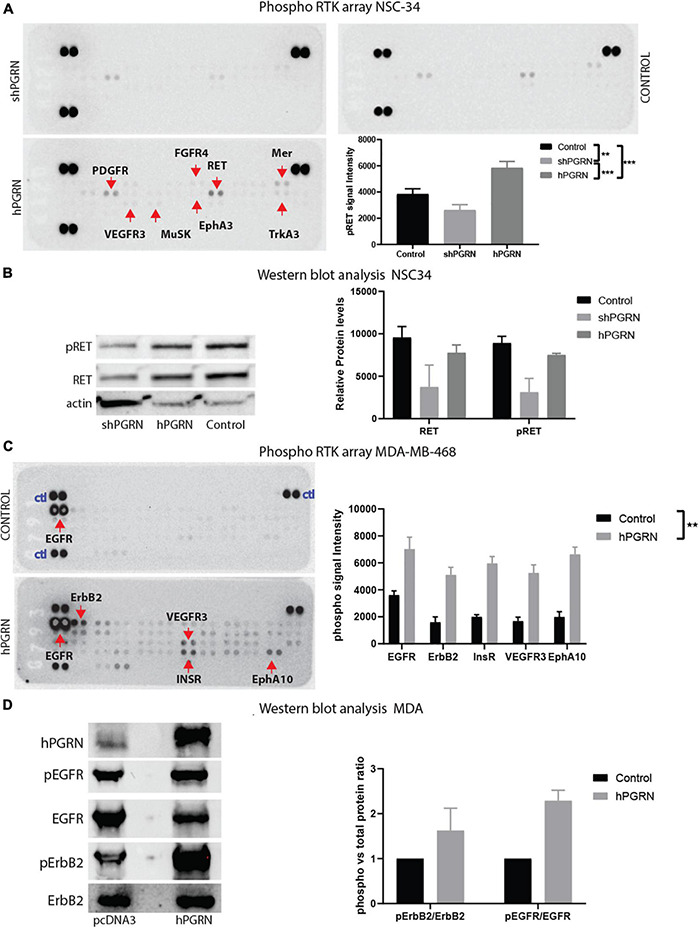
PGRN expression levels influence RTK phosphorylation. **(A)** An RTK phosphotyrosine array shows increased tyrosine phosphorylation of multiple growth factor receptors including RET between NSC-34/shPGRN and NSC-43/hPGRN cells. **(B)** This was confirmed for RET, by Western blot analysis, while **(C,D)** in MDA-MD-468 cells PGRN expression increased tyrosine phosphorylation of a different set of receptors including EGFR, ErbB2, Insulin-R, VEGFR3, EphA10 (Exposure time is one minute except for ErbB2, which is approximately 10 min) (*p* < 0.001-***, *p* < 0.01-**, Error bars represent s.e.m.).

## Discussion

Motor neurons express PGRN at very high levels (Ryan et al., 2009) and are distinguished by the size of their cell bodies and the length of their axons. Based on results for NSC-34, PGRN may contribute to maintaining their morphology, as high PGRN expression clearly led to cell body enlargement and promoted axon extension, whereas PGRN depleted cells were unable to enlarge, and extensions were often unusually branched and poorly condensed. This, together with the previously reported dependency of NSC-34 cells upon PGRN for survival in the absence of trophic support from serum (Ryan et al., 2009), implies a marked trophic effect for PGRN on NSC-34 cells.

The morphological response to PGRN expression correlated well with molecular phenotypes that included mRNA pathways associated with the regulation of the cytoskeleton. This was further supported by changes in cell adhesion pathways in the proteome of NSC-34/hPGRN and NSC-34/shPGRN cells. PGRN depletion also impacted pathways associated with synaptic structure and function with presynaptic pathways particularly sensitive to PGRN depletion. These observations in NSC-34 cells are consistent with *in vivo* observations, where PGRN exerts complex roles in maintaining synaptic structure and connections (Tapia et al., 2011; Petkau et al., 2012; Petoukhov et al., 2013; Uesaka et al., 2018). Importantly, synaptic defects precede the onset of overt neuropathology in *Grn* knockout mice (Petkau et al., 2012), but it is unclear how PGRN influences synaptic structure. Synaptic pruning by microglia (Lui et al., 2016), and sortilin-mediated PGRN synaptic strengthening between climbing fibers and Purkinje cells during development (Uesaka et al., 2018), have been reported. The results from NSC-34 cells suggest that additional cell-autonomous mechanisms may also be involved.

Progranulin depletion in NSC-34 cells altered the expression of genes involved in lipid metabolism, although there was no global change in the levels of the quantitatively dominant lipid classes such as di- and triacyl glycerides and phosphatidylserines. Alterations in these lipid classes have, however, been observed in *Grn–/–* and *Grn*+/− mouse brains, probably as the result of lysosomal abnormalities (Evers et al., 2017). In contrast, lipids in the less abundant cholesterol ester, ceramide and phosphatidic acid families were elevated in PGRN-depleted NSC-34 cells. Increased ceramide expression is possibly due, in part, to increased CER2 (ceramide synthase 2) expression. There is increasing evidence, however, that PGRN intervenes at several key points in ceramide and sphingolipid metabolism. It modulates the activity of at least two enzymes involved in sphingolipid metabolism, glucocerebrosidase (GBA) (Jian et al., 2016a,b; Arrant et al., 2019; Valdez et al., 2020), and hexosaminidase A (Chen Y. et al., 2018). In addition, it binds to prosaposin, and regulates its trafficking and processing to saponins (Zhou et al., 2017; Valdez et al., 2020) which are non-enzymatic lysosomal proteins that promote sphingolipid catabolism. Ceramides play important roles in neurodegeneration (Cutler et al., 2004), and it will be important to determine to what extent they may contribute to the survival and morphological defects of NSC-34/shPGRN cells.

Although PGRN exercises a strong cell autonomous trophic action in NSC-34 cells, it remains unclear how this is exerted. Since extracellular PGRN replicated these actions, binding to membrane proteins is probably required, and we chose, therefore, to further investigate the properties of PGRN binding to NSC-34 cell membrane proteins. Several putative PGRN receptors and binding proteins have been proposed. Among them are heparan sulfate proteoglycans (Gonzalez et al., 2003; Yip et al., 2014), EphA2 (Neill et al., 2016), Tumor necrosis factor receptor 2 (Tang et al., 2011), Toll-like receptor-9 (Park et al., 2011), notch receptors (Altmann et al., 2016), components of lysosomal trafficking such as sortilin (Hu et al., 2010) and prosaposin (Zhou et al., 2015), and lysosomal enzymes involved in lipid and protein metabolism (Paushter et al., 2018). Reconciling these diverse binding proteins into an integrated model of PGRN action is challenging, particularly since PGRN may interact with more than one membrane protein at the same time. We employed LRC, a membrane interactomic strategy to obtain an unbiased survey of membrane-bound PGRN binding proteins in live NSC-34 cells, and thereby probe the nature and range of PGRN binding to membrane proteins. PGRN captured multiple membrane proteins (Figure 6 and Supplementary Table 3), of which several (12 of 33) have equal or stronger enrichment for PGRN binding than the classic receptor ligand insulin had for its receptor, although with lower *p* values. GNPTA (N-acetylglucosamine-1-phosphotransferase subunits alpha/beta), for example, has a log2 fold enrichment of 8.31 (or 317 in natural numbers), compared to a log2 fold enrichment of 2.23 for the insulin receptor. The lower *p* values in the PGRN versus the insulin arm are probably due to the capture of fewer unique peptides per protein than for the insulin receptor. Although some captured proteins may be false positives, the strong enrichment of PGRN binding to its putative partners, often greater than that of insulin for its receptor, together with the identification of established PGRN proteins such as sortilin, and the limited number of proteins in the PGRN capture set (33) versus the set of all glycoproteins identified (1746), suggests that the observed multiplicity of binding is an authentic reflection of how PGRN interacts with NSC-34 cells. The multiplicity of binding partners in the same cell type is consistent with reports, noted above, of multiple putative PGRN binding proteins, and suggests that PGRN may act on complexes or networks of binding proteins, rather than single dedicated receptors, as has, indeed been found for its interaction with lysosomal proteins (Paushter et al., 2018; Cui et al., 2019).

Most predicted PGRN membrane-protein partners in NSC-34 cells were located either within the plasma membrane (19/33 proteins) or the ER/Golgi/lysosome compartments (12 proteins). The enrichment of GO terms for lysosomal transport in predicted protein interaction networks supports the role of PGRN in lysosomal functions. Interestingly, however, neither the transcriptomic nor proteomic analyses detected a consistent effect of PGRN depletion on lysosomal biogenesis, even though this was strongly upregulated in PGRN knockout models (Tanaka et al., 2017). Other *in vitro* cellular systems where PGRN was depleted rather than deleted similarly displayed little transcriptional evidence for a lysosomal phenotype (Rosen et al., 2011). Additional stimuli may, therefore, be required to trigger changes in lysosome mRNA and protein expression in such cells. PGRN is a modular protein, composed of seven and a half granulin subunits, and is digested in lysosomes down to its constituent modules, which are released as granulin peptides (Salazar et al., 2015; Holler et al., 2017). This is unlikely to be a factor in the LRC experiments, however, which were conducted at 4°C, conditions that make lysosomal uptake and proteolysis unlikely. It will be interesting in future experiments to compare how the membrane interactomes of the different lysosomal granulin peptides compare to that of intact PGRN. Importantly, the lack of a strong lysosome signal in the mRNA and proteomic data suggests that PGRN exerts some biological effects independently of lysosomal protein biogenesis.

The highest scoring PGRN-binding plasma membrane protein was the tetraspanin, TSPAN4, with another tetraspanin, TSPAN31, also captured. Tetraspanins are scaffold proteins that potentiate integrin and RTK signaling by assembling molecular microdomains within the plasma membrane (Termini and Gillette, 2017), although little is known about their role in neurons. RET, the RTK signaling subunit of neurotrophic GDNF receptor, was also identified among the putative cell membrane PGRN-binding proteins, although its PGRN-binding signal (2.37-fold) was less prominent than the binding of the classic RTK ligand insulin to its receptor. PGRN expressing cells displayed enhanced RET tyrosine phosphorylation in RTK antibody arrays and Western blot assays, however, this was, at least in part, due to increased RET expression. The relative significance of PGRN interaction with RET versus the change in RET expression levels remain to be determined. Interestingly, GFRA2, an accessory subunit of the GDNF receptor that presents GDNF to RET, was recently identified as an important genetic risk factor for FTD-GRN (Pottier et al., 2018), supporting an interaction between RET and PGRN signaling. In addition to RET, NSC-34/hPGRN cells displayed enhanced phosphorylation of several other RTKs, and a similar pattern of multi-RTK activation, although for a different set of receptors, was seen in the epithelial MDA cell line. Thus, rather than target a specific receptor, high PGRN expression appears to raise the “tone” of RTK activity, that is, to mediate a general enhancement of RTK activation. The mechanisms by which PGRN achieves this remain to be defined.

Unlike RET expression, which was decreased in PGRN depleted NSC-34 cells, many other neurotrophic receptors were upregulated, including RTKs, notably the nerve growth factor receptor, and molecules in the Wnt pathway, especially FZD3, a wnt receptor family member, as well as in the notch, and semaphorin signaling pathways. The upregulation of multiple neurotrophic receptors in NSC-34/shPGRN cells may be a compensatory mechanism to maintain neurotrophic homeostasis in response to the reduced trophic support that would otherwise be supplied by PGRN as has been suggested previously for the wnt-signaling pathway (Rosen et al., 2011; Alquezar et al., 2014; de la Encarnacion et al., 2016). In support of this hypothesis, FZD3, is required for axon development in dorsal motor neurons (Hua et al., 2013). Compensatory activation of alternate receptor-based neurotrophic pathways may contribute to the surprising lack of a strong FTD-like phenotype in heterozygous *Grn*+/− mice (Filiano et al., 2013).

In conclusion, the response to PGRN expression in NSC-34 cells is complex. PGRN expression elicited cell-autonomous neurotrophic effects on cell size and axon-like extension, and supported the expression of genes for cytoskeletal regulation, and synaptic formation. This appears to be independent of pathways of lysosome biogenesis even though PGRN bound to membrane proteins in the ER/Golgi/lysosome compartments. PGRN was predicted to bind multiple cell surface proteins. The activity of RTK receptors, including RET, was increased in PGRN-rich NSC-34 cells. In conditions of PGRN insufficiency, however, the reduction in PGRN may be partially offset by enhanced expression of other neurotrophic receptors. The multiplicity of PGRN interactions with membrane proteins make it unlikely that its neurotrophic actions are mediated through a simple linear receptor signaling pathway. It may instead act through interaction with networks or complexes of membrane protein interactions. Understanding the roles of these pathways in PGRN action, and how they interrelate, and their relevance to the pathology of PGRN insufficiency will provide insights toward improved neurosupportive therapies in neurodegenerative diseases.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE185877 and ProteomeXchange, MSV000088451.

## Author Contributions

BC and AB: conceptualization, design, data curation, formal analysis, methodology, validation, and writing. BC: investigation and project administration. BC and VC-G: morphometric analysis. BC, VC-G, and AB: text review, editing and funding acquisition.

## Conflict of Interest

BC and AB have shares in Alpha Cognition Inc. This does not alter our adherence to Frontiers in Neuroscience policies on data sharing and materials. The remaining author declares that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://imagescience.org/meijering/software/neuronj/

2
https://www.uniprot.org/

3
https://www.genecards.org/

4
https://www.omim.org/

# Supplementary material for: Multiple Molecular Pathways Are Influenced by Progranulin in a Neuronal Cell Model–A Parallel Omics Approach
**Source:** Front Neurosci. 2022 Jan 6;15:775391. doi: 10.3389/fnins.2021.775391
**Supplement:** Supplementary file 1

**Supplementary Table 1. Primers used to validate array hits.**

| S.No | Gene | Primers |
| --- | --- | --- |
| 1 | hPGRN | For 5'GGACAGTACTGAAGACTCTG’3  Rev 5'GGATGGCAGCTTGTAATGTG’3 |
| 2 | mPGRN | For 5'GCTACAGACTTAAGGAACTC’3  Rev 5'GAAATGGCAGTTTGA TACGG’3 |
| 3 | ACTIN | For 5' GAAGTGTGACGTGGACATCC’3  Rev 5' CCGATCCACACGGAGTACTT’3 |
| 4 | FGD2 | For 5’ CGAGATGAAATGGTTTCCTG’3  Rev 5’ACGGTAGTCAGAGCACTTGG’3 |
| 5 | COFILIN | For 5’ TTGTGCGGCTCCTACTAAAC’3  Rev 5’ GTCCTCACTCAGGCAAAAGA’3 |
| 7 | RHOD | For 5’AACCTGCGGAAGAAAAGACT’3  Rev 5’ TCCATCCCAGTCAACAGAGT’3 |
| 8 | STMN2 | For 5’ GAAGCTGCAGAAGAAAGACG’3  Rev 5’ GGGGTCTTTGGATTCTTTGT’3 |
| 9 | SORCS3 | For 5’ AAAGCTGCCCAAGTACTCCT’3  Rev 5’ TGGTCATCCACCTTCTTGTT’3 |
| 10 | VLDLR | For 5’TGACGCAGACTGTTCAGACC’3  Rev 5’GCCGTGGATACAGCTACCAT’3 |
| 11 | KANK1 | For 5’AGCAGACGGAGTTCTGAATG’3  Rev 5’TGCTTGCTGTCATCACTGTT’3 |
| 12 | GABRB3 | For 5’GTGCCTATCCTCGACTTTCA’3  Rev 5’ GACAAAGGCGTACTCCAGAA’3 |
| 13 | CACNG3 | For 5’ AACGAAACCAAATGGACTCA’3  Rev 5’ GAGAGTTTGTGTGGGTGGAC’3 |
| 14 | NRXN2 | For 5’AGGCCACGGTCTTAAGCTAT’3  Rev 5’ TGCCATTCATTGTCATTCAG’3 |
| 15 | SRGAP3 | For 5’ CATCGATTGCTGTGATTTGG’3  Rev 5’AGACCTGGCTGCACATATCC’3 |
| 16 | SLC32a1 | For 5’CGTCGAGGGAGACATTCATT’3  Rev 5’ATTCCTCACTGGTCGTGGTC’3 |
| 17 | SYNTAXIN 1 | For 5’ GAACAAAGTTCGCTCCAAGC’3  Rev 5’ATTCCTCACTGGTCGTGGTC’3 |
| 18 | DDC | For 5’ CCTGATTCCATTCTTTGTGG’3  Rev 5’AAGGCTCCGGTTAAGTCAGT’3 |
| 19 | DKK1 | For 5’CCCAGAAGAACCACACTGAC’3  Rev 5’CAGGTGTGGAGCCTAGAAGA’3 |
| 20 | RET | For 5’ CTCAGCATCCGCAATGGTGGT’3  Rev 5’ TGTTCTCCCTGACTCGGAAGG’3 |
| 21 | CAHT | For 5’ GGACATGATCGAGCGCTGCATC ’3  Rev 5’ GAGTCAGCTCGGACGAGCTTC ’3 |
| 22 | GAP43 | For 5’ACTGATAACTCCCCGTCCTC’3  Rev 5’GTTCAGGCATGTTCTTGGTC’3 |
| 23 | SLC18a3 | For 5’ TCTTCGACGCACTCCTACTC’3  Rev 5’ AGACGCACGGTGAGATAGAC’3 |
| 24 | NOTCH4 | For 5’ GTCACCAAGATCTGGATGAGTG ’3  Rev 5’ GTCATGGCAGGCAGCTTGGTTC ’3 |
| 25 | FZD3 | For 5’ CTACAGTGACACAAGGATCTCAC ’3  Rev 5’ CTTAATGCATCAACGTCGTAG ’3 |
| 26 | PLXNA1 | For 5’ GTCGACAAGGAAGATGGCCTG ’3  Rev 5’ GCATCCTGCCTAGAGCAGATG ’3 |
| 27 | AXL | For 5’ GAGGCCTCACCATCTCCACG ’3  Rev 5’ GAAGCCAGTGGGTCCAAGGTG ’3 |
| 28 | NGFR | For 5’ GCACCGCTGACAACCTCATTCC ’3  Rev 5’ GTCACCATTGAGCAGCTTCTC ’3 |
| 29 | CER2 | For 5’ GAAGCCAGCTGGAGATTCAC’3  Rev 5’ GACATCAGAGGCAATGCTGA’3 |
| 30 | ACAT2 | For 5’ GCTCCAGAGTGAACAGCATT’3  For 5’ TTCGTAACAGAAGCCGAATC’3 |
| 31 | CPT1B | For 5’ AAGTCATGGTGGGCAACTAA’3  Rev 5’ CTCTCCATCTGGTAGGAGCA’3 |
| 32 | HMGCR | For 5’ GGTCTGGACGAAGATGTGTC’3  Rev 5’ GCTTCTGGTTCCTTCTCACA’3 |
| 33 | NSDHL | For 5’ TCTTTATAGGCGACCTGTGC’3  Rev 5’ GGGAGGTCTTCAGTTCCATT’3 |
| 34 | LAMP1 | For 5’ GCCACTATCCAGGCCTACCTG’3  Rev 5’ CCGCAATCCACTAGATGTG’3 |
| 35 | LAMP2 | For 5’ GCTAATGGCTCAGCTTTCAAC’3  Rev 5’ TGTTGATCTGAAACGCTCTAG’3 |
| 36 | CTSD | For 5’ CACCATAAGTACAACAGTGAC’3  Rev 5’GTCCACCAGCTTCTGTTGCATC’3 |

# Supplementary material for: Multiple Molecular Pathways Are Influenced by Progranulin in a Neuronal Cell Model–A Parallel Omics Approach
**Source:** Front Neurosci. 2022 Jan 6;15:775391. doi: 10.3389/fnins.2021.775391
**Supplement:** Supplementary file 2

**Supplementary Table 2. GO and KEGG terms upregulated in NSC-34/ shPGRN cells limited to terms downregulated with respect to both Control cells and PGRN overexpressing cells (commons). (A)** Annotation clusters of GO and KEGG terms with an enrichment score greater than one. **(B)** The top ten enriched GO terms

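Supplementary Table 2 gives terms that DAVID, a tool for functional annotation of gene sets, found enriched among transcripts at a higher level in NSC-34/shPGRN cells than in both other lines. None of the top GO terms listed there has a Benjamini value, which adjusts for many tests, under 0.05. Here the 66 genes higher in both comparisons and the 54 lower in both were each tested for over-representation of the 40 gene lists among the 11278 genes tested (Fisher's exact test, one-sided, adjusted over 80 tests). Of the fixed extracellular matrix list, Lamb2 and Sparc were among the common higher genes, 2 of 29 (exact test, unadjusted p = 0.0124, adjusted p = 0.330). Of the fixed list of neurotransmitter synthesis and transport, Ddc and Abat were among the common lower genes, 2 of 14 (Fisher's exact test, unadjusted p = 0.00197, adjusted p = 0.146). No list passed at an adjusted p under 0.05 in this exact test, and 5 of 80 had an unadjusted p under 0.05. With the stricter filter on dim probes, 1 list passed.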

| 1. **DAVID Annotation clusters (enrichment score one or above) UPREGULATED in shPGRN cells vs commons in CTL and hPGRN.** | | | |
| --- | --- | --- | --- |
| UP in shPGRN v CTL and hPGRN all commons | Enrichment Score: | Number of Terms | Assignment |
|  | 2.42 | 3 | semaphorin receptor activity |
|  | 2.37 | 3 | Extracellular matrix organization |
|  | 1.55 | 4 | axon guidance |
|  | 1.42 | 6 | Extracellular matrix adhesion signaling |
|  | 1.28 | 3 | Protein glycosylation |

| 1. **Top Ten GO terms UPREGULATED in shPGRN cells vs commons in CTL and hPGRN.** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Category | Term | Count | % | P-Value | Benjamini |
| GOTERM_CC_DIRECT | basement membrane | 6 | 3.8 | 6.70E-04 | 1.20E-01 |
| GOTERM_BP_DIRECT | negative regulation of RNA polymerase II regulatory region sequence-specific DNA binding | 3 | 1.9 | 8.50E-04 | 5.80E-01 |
| GOTERM_BP_DIRECT | heart development | 9 | 5.6 | 8.90E-04 | 3.70E-01 |
| GOTERM_BP_DIRECT | axon guidance | 7 | 4.4 | 1.00E-03 | 2.90E-01 |
| GOTERM_CC_DIRECT | membrane | 69 | 43.1 | 1.30E-03 | 1.20E-01 |
| GOTERM_CC_DIRECT | proteinaceous extracellular matrix | 9 | 5.6 | 2.00E-03 | 1.20E-01 |
| GOTERM_BP_DIRECT | branchiomotor neuron axon guidance | 3 | 1.9 | 3.00E-03 | 5.40E-01 |
| GOTERM_MF_DIRECT | semaphorin receptor activity | 3 | 1.9 | 4.10E-03 | 7.10E-01 |
| GOTERM_BP_DIRECT | semaphorin-plexin signaling pathway involved in axon guidance | 3 | 1.9 | 4.30E-03 | 5.80E-01 |
| GOTERM_BP_DIRECT | nerve development | 3 | 1.9 | 4.30E-03 | 5.80E-01 |

How the deposited data were processed for this re-analysis (not part of the article)

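The authors deposited a table of intensity values for 45281 probes on 12 arrays, linear, background-subtracted and with the same distribution on every array. The paper names lumi for normalization, and no source says which steps made this table. A separate table of non-normalized signals and detection p-values has 24 columns whose names match no sample, so it was not used. The planned neqc correction needs detection p-values or control probes, which are missing for the samples, so the replacement set in advance was applied: normexp with an offset of 50, quantile normalization and log2 in limma 3.58.1 (R 4.3.3). It turns a deposited intensity of 0 into 72.1 before log2, which shrinks folds of dim genes.
The background limit of each array came from the mode of its values and the spread below that mode, and lay between 12.0 and 12.7 at p under 0.05. A probe was kept if it was above the limit on at least 4 of 12 arrays, which 17578 probes were. Of all probes 34885 carry 1 gene symbol, 18 several and 10378 none, and the Entrez IDs of 34807 match the RefSeq annotation. Each gene is represented by its kept probe with the highest mean, and 4225 of 11278 genes have over 1 kept probe. limma was fitted to all 12 arrays with a mean per line and moderated variances, with Benjamini-Hochberg adjustment over genes within a comparison. A gene with no probe above background on any array of a line is given as a bound, computed against the background limit.
The genes named in the text follow a rule set in advance. They are Grn, every gene the paper names (its Table 1 values had been seen), the 10 genes with the largest change in each direction and comparison among those past the threshold whose arrays do not overlap, and up to 4 members of each list with the smallest adjusted p in each comparison of NSC-34/shPGRN cells. Which of them are described as examples was chosen with their values in view, mostly from genes with no array far from the others of its line, and genes outside the rule are said to be chosen after their values were seen.
The 40 gene lists include lists for neurons (synaptic vesicle cycle and SNARE, neurotransmitter synthesis and transport, postsynaptic density, neuronal cytoskeleton, motor neuron and cholinergic markers, calcium channels), lipids (sterol biosynthesis, SREBP2 targets, triglycerides, ceramides), organelles (lysosome, autophagy, peroxisome, zinc transport, unfolded protein response), signaling (semaphorins, other axon guidance, receptor tyrosine kinases, Wnt, Notch, neurotrophic factors, TGF-beta, interferon, MHC class I, apoptosis, serum response), matrix (extracellular matrix, integrins and cadherins), the nucleus (histone remodeling, RNA polymerase II, cell cycle), hypoxia, the adrenergic and mesenchymal states of neuroblastoma, markers of other cells (fibroblast, Schwann cell, astrocyte and oligodendrocyte, macrophage) and proteins captured with PGRN in the paper. The result of 1 further list is not given in the text. The paper names 6 of 29 tested receptor tyrosine kinases from these samples, and at most 4 members of any other list. The adrenergic and mesenchymal lists hold markers of neuroblastoma cells, the tumor parent of NSC-34. With an estimated correlation, camera in limma kept the calls of sterol biosynthesis, MHC class I, cytoskeleton, SNARE, interferon and mesenchymal genes against NSC-34/hPGRN cells and of cytoskeleton genes against control cells.
In a self-test on simulated data, the same steps called 33.0%, 42.0% and 33.0% of genes changed 1.5-fold and 57.0%, 61.0% and 52.0% of genes changed 2-fold, for NSC-34/shPGRN against NSC-34/hPGRN, NSC-34/shPGRN against control and NSC-34/hPGRN against control cells. Of the calls, 6.25%, 1.90% and 4.44% were unchanged genes. Alternatives changed 1 choice at a time: the background correction, the scaling, the filter, the probe of a gene, the arrays in the fit, array weights, a block for the replicate number and the list test. Arrays with the same replicate number in different lines were not alike, with correlations of -0.158 to 0.127 over 12 pairs once line means were removed, so the numbers were not taken as pairs.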

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

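The tests on second probes of a gene, for neighboring genes and of the segment between them were chosen only after the result was seen.
The paper gives no count of array genes that differ between NSC-34/hPGRN and control cells. In limma, 363 genes were lower and 420 higher in NSC-34/hPGRN cells at an adjusted p under 0.05, 50 and 65 of them by at least 1.5-fold. Sfxn1 (limma log2 fold change 4.24, SE 0.09, adjusted p = 1.97e-19), Gadd45g, a stress-response gene (limma log2 fold change 3.14, SE 0.10, adjusted p = 5.55e-16), and Chrna3, a nicotinic acetylcholine receptor subunit (limma log2 fold change 1.46, SE 0.09, adjusted p = 1.10e-10), were higher. Ass1 was lower (limma log2 fold change -1.60, SE 0.12, adjusted p = 7.60e-09), as was Stc1, at 8.84 ± 8.63 (SD, n = 4 arrays, 1 of 4 above background) in NSC-34/hPGRN cells and 136 ± 15.3 in control cells (limma, adjusted p = 1.68e-08), whose fold is not exact, as the offset sets its size. Chance differences between arrays can be excluded for these counts. None of the other divisions of these 8 arrays gave over 3 genes in a direction, and the real one alone gave as many (1 of 35). Each line is 1 stable line, so chance differences between independently made lines are not excluded. Without control replicate 3 there were 229 lower genes, and without hPGRN replicate 4 267 higher genes. With the authors' values on a log2 scale the call of Stc1 was lost (limma log2 fold change -7.43, SE 3.09, adjusted p = 0.232, and 1.34e-09 to 0.232 over all alternatives).
Both modified lines share genes that differ from control cells: 28 were at least 1.5-fold higher in both, where independent lists would share 0.922, and 12 were lower in both, against 0.523. They may reflect chance values of the shared control arrays, but with the control arrays divided 2 and 2 between the comparisons 24 to 28 higher genes were shared, at least 23 of the same 28, and 8 to 11 lower genes. A probe that binds another transcript may account for some. Yet 8 of 13 genes with a second probe past the filter had one at least 1.5-fold higher in both lines. The other 15 genes have no second probe past the filter, so this cannot be told apart for them. Dimmer second probes were not examined. Sfxn1, Gadd45g, Fbp2 and Fbxw17 lie within 100 neighboring tested genes on chromosome 13 (permutation p = 0.0374, 10000 draws). Of these, Fbxw17 was chosen after its values were seen. A copy gain of the whole segment in both lines is argued against by the 62 other tested genes between them. Their median log2 fold change against control cells was 0.0211 (95% interval -0.03 to 0.08) in NSC-34/shPGRN cells. There 5 of them were higher (limma, adjusted p under 0.05), against 826 of all 11278 genes. In NSC-34/hPGRN cells the median was 0.10 (0.00 to 0.16), and 9 of them were higher, against 420 of all 11278 genes. A small rise of the segment in NSC-34/hPGRN cells is thus not excluded. A smaller change in copy number and a difference of the single control line itself, its vector and drug selection included, stay open, and no biological explanation was tested.
Of 818 groups of 4 arrays, 41 had 1 array far from the other 3, by the ratio of its gap to the range (Dixon's test at 95%), where chance gives about 1 in 20, or 40.9. On replicate 2 of control cells, they were Atg7 (0.871), Cd109 (0.918), Cdk2 (0.849), Egln3 (0.879), Gadd45g (0.831), Gtf2f1 (0.915), Idh1 (0.887), ND5 (0.852) and Sfxn1 (0.871). On replicate 4 of control cells, they were Birc2 (0.854), Gata2 (0.846), Ptgir (0.902), Sel1l (0.862) and Srebf1 (0.928). On replicate 3 of NSC-34/hPGRN cells, they were Fam181b (0.937), Fat1 (0.890), Kdm4b (0.837), Syngr3 (0.887) and Vim (0.835). On replicate 4 of NSC-34/shPGRN cells, they were Abat (0.836), Dlg2 (0.938), Grn (0.831) and Med12 (0.893). On replicate 1 of NSC-34/hPGRN cells, they were Acsl3 (0.971), Cacna1a (0.871), Stard4 (0.876) and Zadh2 (0.843). On replicate 1 of NSC-34/shPGRN cells, they were Atg7 (0.843), Fat1 (0.847), Homer1 (0.940) and Zcchc24 (0.862). On replicate 2 of NSC-34/hPGRN cells, they were Elavl3 (0.974), Porcn (0.830), Rell1 (0.941) and Sema4a (0.869). On replicate 2 of NSC-34/shPGRN cells, they were Cnp (0.879) and Fgfrl1 (0.855). On replicate 4 of NSC-34/hPGRN cells, it was Adam17 (0.891). On replicate 1 of control cells, it was Epha3 (0.894). On the first principal component, replicate 2 of NSC-34/shPGRN cells (0.893) and replicate 4 of control cells (0.920) lay apart.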

How the results depend on the processing

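An offset of 16, the array set block and the alternatives for lists of NSC-34/hPGRN against control cells were chosen only after the result was seen. Gene results that kept their direction and side of the threshold were 819 of 819 with median scaling, 786 of 819 with no filter, 623 of 651 with the stricter filter, 800 of 819 with only the 2 lines, 774 of 819 with array weights, 769 of 819 with every probe, 775 of 819 with an offset of 16 and 709 of 819 with the authors' values on a log2 scale, and 753 of 813 to 775 of 819 with 1 array left out. With the authors' values 102 gene calls were lost, all 102 in the same direction, of which 102 had a larger log2 fold change and 100 a larger SE. Values at or below 0 stand there at a floor set here, so folds and SEs of genes with such values depend on it. Only Itga1, an integrin, reversed, with every probe (limma, hPGRN vs control, log2 fold change 0.33, adjusted p = 0.0395, and 0.0395 to 0.656 over all alternatives), since another probe of the gene was taken. Counts at 1.5-fold depend on the correction of dim signals, as the offset sets the size of small folds. With the authors' values there were 286 lower and 268 higher genes against hPGRN, 270 and 297 in shPGRN against control, 111 and 117 in hPGRN against control (274 higher at any fold), and 125 and 110 common genes. With an offset of 16 there were 218 and 224 against hPGRN, 202 lower in shPGRN than control, 81 lower in hPGRN than control and 86 common lower genes. With the replicate number as a block (replicate block), 729 genes were lower and 704 higher in shPGRN than hPGRN cells, and with the array set block 876 and 824. The array sets are 2 sets of 6 arrays, 2 of each line in each, that 12607 dim probes separate. The difference between the sets correlated between lines at 0.244 for shPGRN and hPGRN, 0.177 for shPGRN and control and 0.0461 for hPGRN and control. With this block the number of lists past the threshold stayed the same in each comparison and direction. With 1 array left out, genes lower in hPGRN than control numbered 229 to 402 (lowest without control replicate 3) and higher ones 267 to 462 (lowest without hPGRN replicate 4).
Gene lists: camera with an estimated correlation left 4 lower lists against hPGRN, 1 lower in shPGRN than control, and 0 lower and 0 higher in hPGRN than control, where an unadjusted p under 0.05 with that correlation was met by 1 and 2. The self-contained test fry called 12 lower and 5 higher, 11 and 5, and 6 and 8 in the same order of comparisons. The stricter filter called 2 higher lists in shPGRN than control, 2 higher in hPGRN than control and 1 list over-represented among the common genes, and no filter 3 higher in hPGRN than control. With 1 array left out, higher lists in shPGRN than control numbered 0 to 1 (1 without control replicate 1), those in hPGRN than control 1 to 3 (3 without control replicate 1), and lower lists against hPGRN 5 to 7 (5 without shPGRN replicate 2). The causes of the changes in lists were not tested. Not run were neqc and filters by detection p, which need columns that match no sample, a BeadChip block, as no chip is given, quantile normalization of raw signals, whose columns match no sample, and camera over every probe. Signal over background limits the folds of dim genes, since an intensity of 0 becomes 38.1 with an offset of 16.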

Differences from the paper's values

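The offset of 16 was chosen only after the result was seen.
The paper states 657 genes lower in NSC-34/shPGRN than in NSC-34/hPGRN cells and 264 lower than in both other lines, with a 1.5-fold threshold and no p threshold given. Here they numbered 132 and 54 (limma, adjusted p under 0.05), and the counts were equal with the 1.5-fold threshold alone. Each of the alternatives set before the data were examined differs from the paper by over 1.5 times for both counts, the largest being the authors' values on a log2 scale, with 286 and 125. The paper's share of common genes, 40%, is 40.9% here and within 1.5 times under all of them.
Of 14 Table 1 genes tested, 9 have a fold that differs from the paper's by over 1.5 times and by more than the SD between arrays, and only these are called different below. The paper's fold is the higher for 13 (9 with the authors' values on a log2 scale). Wfdc3, Stmn2 and Stc1 lie near background, with Wfdc3 above it on 1 of 4 arrays of NSC-34/shPGRN cells, Stmn2 on 1 of 4 of NSC-34/hPGRN cells and Stc1 on 1 of 4 of each, so the offset sets the size of their folds and these are not exact. For 4 of the 9 some alternatives do not differ. Wfdc3 was 3.20 times lower, and 5.01 in the paper. It does not differ with array weights (3.36) or without shPGRN replicate 4 (3.41), and differs under the others that give a value. Ddc was 1.85 times lower and 3.44 in the paper, Stra6 1.83 and 3.08 in the paper, and Dkk1 1.38 and 2.47 in the paper. These do not differ with the authors' values on a log2 scale (2.32, 2.87 and 1.68), and differ under the others. For the other 5 every alternative set in advance that gives a value differs. Stc1 was 0.975 times lower, that is slightly higher, and 3.69 in the paper. Stmn2 was 0.583 times lower, that is higher, and 2.75 in the paper. Tshz1 was 1.24 times lower and 2.49 in the paper, Gle1 1.08 and 2.46 in the paper, and Nos1 1.06 and 2.43 in the paper. Fgd2, 1.77 times lower and 2.63 in the paper, is just within 1.5 times of it, and beyond that without shPGRN replicate 3 (1.71) or 4 (1.68) or hPGRN replicate 1 (1.69) or 2 (1.72). With an offset of 16, chosen after seeing the values, the log2 fold changes of Wfdc3 (-2.26) and Stra6 (-1.08) come within 1.5-fold of the paper's folds, and the call of 1 gene of Table 1, Tshz1, is dropped.
Of the Table 4 genes the paper gives as down-regulated, 10 of 16 were tested and 6 were lower than in NSC-34/hPGRN cells in limma, and 6 lower than in control cells. Of those it gives as up-regulated, 16 of 26 were tested, 15 were higher than in NSC-34/hPGRN cells and 12 higher than in control cells. These counts are at any fold and take each comparison alone, while Table 4 lists genes changed against both other lines. The 6 lower genes are not the same ones. Ret passed only against control cells and Csf2ra only against NSC-34/hPGRN cells. At 1.5-fold or more, 4 of the 10 were lower than in NSC-34/hPGRN cells and 3 lower than in control cells. Of the 16, 9 and 6 were higher by as much. In its text the paper gives Sema7a as higher, and it was lower than in NSC-34/hPGRN cells here (limma, adjusted p = 0.0465). It was not past the threshold in 15 alternatives (limma, adjusted p = 0.00526 to 0.164 over all). The paper gives Ret and Oprl1 as lower than in both other lines. Ret was lower than in control cells here and Oprl1 was not (limma, adjusted p = 0.00185 and 0.180). Neither passed against NSC-34/hPGRN cells, but both did with every probe tested (limma, adjusted p = 0.00158 and 0.00157, over ranges of 0.00158 to 0.740 and 0.00157 to 0.727). Nos1 was called with every probe too (limma, adjusted p = 0.0319, range 0.0319 to 0.985). The paper describes RET expression as raised when PGRN is high, from arrays and from blots of protein. On the arrays Ret was lower in NSC-34/hPGRN than in control cells (limma log2 fold change -0.36, SE 0.10, adjusted p = 0.0226, and 0.00619 to 0.0873 over all alternatives). Nrp2, given as higher, and Cd109 and Sorcs3, given as lower, did not pass against NSC-34/hPGRN cells (limma, adjusted p = 0.937, 0.787 and 0.316). Of the genes the paper found lower by RT-PCR, 9 of 13 were tested and 8 were lower on the arrays than in NSC-34/hPGRN cells and 7 lower than in control cells. Cpt1b passed in neither comparison (limma log2 fold change 0.05, SE 0.11, adjusted p = 0.806 against NSC-34/hPGRN cells, and limma log2 fold change -0.05, SE 0.11, adjusted p = 0.814 against control cells), and Nrxn2 did not pass against control cells (limma log2 fold change -0.32, SE 0.14, adjusted p = 0.141). Cers2, higher by RT-PCR in the paper, did not pass (limma log2 fold change -0.13, SE 0.10, adjusted p = 0.458). By RT-PCR the paper reports no increase of LAMP1 or cathepsin D in NSC-34/shPGRN cells. On the arrays Lamp1 and Lamp2 were higher than in control cells (limma log2 fold changes 0.44 and 0.31, SE 0.10 and 0.09, adjusted p = 0.00349 and 0.0238). Neither passed against NSC-34/hPGRN cells (limma, adjusted p = 0.147 and 0.367). Ctsd did not pass against control cells (limma, adjusted p = 0.785).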

Other observations

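The tests on the Table 1 folds, including those with an offset of 16, the splits of the arrays for over-representation and the array sets were chosen only after the result was seen.
Genes of the interferon response were higher in NSC-34/shPGRN than in NSC-34/hPGRN cells. Of 25 tested, none was lower (0 at an unadjusted p under 0.05) and 7 were higher (0 lower and 8 higher when adjusted over the list alone, and camera in limma, median log2 fold change 0.19, adjusted p = 9.50e-05). Ifi27, an interferon-induced membrane protein, was at 2464 ± 258 (SD, n = 4 arrays) in NSC-34/shPGRN cells, 1391 ± 159 in NSC-34/hPGRN cells and 2034 ± 143 in control cells (limma log2 fold change 0.79, SE 0.10, adjusted p = 9.95e-06), and Usp18, a protease that removes ISG15 and restrains interferon signaling, at 75.4 ± 11.2 in NSC-34/shPGRN cells, 23.9 ± 9.68 (3 of 4 arrays above background) in NSC-34/hPGRN cells and 77.9 ± 9.21 in control cells (limma log2 fold change 0.62, SE 0.10, adjusted p = 9.25e-05). Between NSC-34/shPGRN and control cells no gene of the list passed in limma (1 lower and 2 higher at an unadjusted p under 0.05, fry in limma, adjusted p = 0.147, camera in limma, median log2 fold change 0.07, adjusted p = 0.477). In NSC-34/hPGRN compared with control cells, the list was lower (camera in limma, median log2 fold change -0.14, adjusted p = 0.00111, adjusted p = 0.143 with an estimated correlation) and sterol biosynthesis higher (camera in limma, median log2 fold change 0.23, adjusted p = 0.00111, adjusted p = 0.465 with an estimated correlation), and the other lists did not pass (camera in limma, adjusted p of at least 0.0828).
Ddit3, which encodes the stress transcription factor CHOP, was at 1853 ± 91.4 in NSC-34/shPGRN cells, 1018 ± 57.6 in NSC-34/hPGRN cells and 979.5 ± 201 in control cells and was higher in NSC-34/shPGRN than in NSC-34/hPGRN (limma log2 fold change 0.82, SE 0.11, adjusted p = 2.16e-05) and control cells (limma log2 fold change 0.89, SE 0.11, adjusted p = 5.69e-06). Of 25 genes of the unfolded protein response, none was lower (1 at an unadjusted p under 0.05) and 3 were higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.04, adjusted p = 0.210), and none was lower (1 at an unadjusted p under 0.05) and 3 were higher than in control cells (camera in limma, median log2 fold change 0.02, adjusted p = 0.436), and the list passed in neither comparison. Smpd3, a neutral sphingomyelinase, was at 574 ± 37.9 in NSC-34/shPGRN cells, 845 ± 62.5 in NSC-34/hPGRN cells and 1018 ± 181 in control cells and was lower than in control cells (limma log2 fold change -0.74, SE 0.11, adjusted p = 4.94e-05), and of 30 genes of ceramide and sphingolipid metabolism, 1 was lower and 2 were higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.02, adjusted p = 0.985), and 3 were lower and 4 were higher than in control cells (camera in limma, median log2 fold change 0.05, adjusted p = 0.884). Ccnd1, a cyclin of the first gap phase, was at 11016 ± 666 in NSC-34/shPGRN cells, 16299 ± 348 in NSC-34/hPGRN cells and 15084 ± 364 in control cells (limma log2 fold change -0.56, SE 0.08, adjusted p = 5.67e-05 against NSC-34/hPGRN cells), and of 42 cell cycle genes, 5 were lower and 3 were higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.03, adjusted p = 0.788), and 8 were lower and 5 were higher than in control cells (camera in limma, median log2 fold change -0.04, adjusted p = 0.354). Of 26 genes of hypoxia and glycolysis, 2 were lower and 2 were higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.03, adjusted p = 0.985), and 3 were lower and 4 were higher than in control cells (camera in limma, median log2 fold change 0.01, adjusted p = 0.888). Of 15 serum response genes, 1 was lower and none was higher (2 at an unadjusted p under 0.05) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.02, adjusted p = 0.985), and 2 were lower and 2 were higher than in control cells (camera in limma, median log2 fold change 0.04, adjusted p = 0.896). Alpl, the tissue-nonspecific alkaline phosphatase, was at 474 ± 61.9 in NSC-34/shPGRN cells, 285 ± 58.2 in NSC-34/hPGRN cells and 248 ± 35.6 in control cells (limma log2 fold change 0.62, SE 0.12, adjusted p = 0.000836 against NSC-34/hPGRN cells). It is 1 of 31 genes of proteins the paper captured with PGRN, of which 3 were lower and 5 were higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change -0.06, adjusted p = 0.985), and 1 was lower and 5 were higher than in control cells (camera in limma, median log2 fold change 0.03, adjusted p = 0.354), with a mean log2 fold change of 0.03 against NSC-34/hPGRN cells.
Markers of other cell types did not pass as lists in camera against NSC-34/hPGRN or control cells. Of 6 fibroblast markers, none was lower (0 at an unadjusted p under 0.05) and none was higher (0 at an unadjusted p under 0.05) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.07, adjusted p = 0.788), and 1 was lower and none was higher (0 at an unadjusted p under 0.05) than in control cells (camera in limma, median log2 fold change -0.02, adjusted p = 0.884). Of 5 Schwann cell markers, none was lower (1 at an unadjusted p under 0.05) and 1 was higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.19, adjusted p = 0.135), and none was lower (0 at an unadjusted p under 0.05) and 2 were higher than in control cells (camera in limma, median log2 fold change 0.12, adjusted p = 0.208). Of 5 astrocyte and oligodendrocyte markers, none was lower (0 at an unadjusted p under 0.05) and 1 was higher than in NSC-34/hPGRN cells (camera in limma, median log2 fold change 0.19, adjusted p = 0.251), and 1 was lower and 1 was higher than in control cells (camera in limma, median log2 fold change 0.05, adjusted p = 0.884). Of 4 macrophage markers, none was lower (1 at an unadjusted p under 0.05) and none was higher (0 at an unadjusted p under 0.05) than in NSC-34/hPGRN cells (camera in limma, median log2 fold change just below 0, adjusted p = 0.985), and none was lower (0 at an unadjusted p under 0.05) and none was higher (1 at an unadjusted p under 0.05) than in control cells (camera in limma, median log2 fold change 0.10, adjusted p = 0.595). The self-contained test fry in limma called Schwann cell markers higher than in NSC-34/hPGRN and control cells (adjusted p = 0.00412 and 0.00769) and astrocyte and oligodendrocyte markers higher than in NSC-34/hPGRN cells (adjusted p = 0.00333) but not control cells (adjusted p = 0.496). It gave adjusted p = 0.167 and 0.409 for fibroblast and 0.775 and 0.296 for macrophage markers in the same order.
Arrays of genes the paper measured by RT-PCR gave these values. Cfl1, which encodes the actin regulator cofilin, was at 44.6 ± 12.2 in NSC-34/shPGRN cells, 83.6 ± 21.5 in NSC-34/hPGRN cells and 90.4 ± 21.4 in control cells (limma log2 fold change -0.41, SE 0.11, adjusted p = 0.0167 against NSC-34/hPGRN cells). Nrxn2, which encodes the presynaptic adhesion protein neurexin 2, was at 214 ± 33.7 in NSC-34/shPGRN cells, 364 ± 61.0 in NSC-34/hPGRN cells and 293 ± 89.3 in control cells (limma log2 fold change -0.60, SE 0.14, adjusted p = 0.00527). The calls of Cfl1 and Nrxn2 were lost with the authors' values on a log2 scale (limma, adjusted p = 0.0566 and 0.0654, and 0.00935 to 0.0719 and 4.84e-05 to 0.0654 over all alternatives, the first in 3 of them). Lamp1, a lysosomal membrane protein, was at 3679 ± 405 in NSC-34/shPGRN cells, 3141 ± 371 in NSC-34/hPGRN cells and 2674 ± 97.5 in control cells, higher in NSC-34/shPGRN than in control cells (limma log2 fold change 0.44, SE 0.10, adjusted p = 0.00349) and not past the threshold against NSC-34/hPGRN cells (limma log2 fold change 0.22, SE 0.10, adjusted p = 0.147). Slc18a3, the vesicular acetylcholine transporter, was lower than in control cells (limma, adjusted p = 0.000631). With the authors' values on a log2 scale this call was lost (limma log2 fold change -6.58, SE 2.60, adjusted p = 0.150, and 0.000281 to 0.150 over all alternatives), where the fold was larger and its spread too. No probe of Chat or Chn1 passed the filter.
The 2 comparisons with control cells share the control arrays, which ties them together. Across genes, which are not independent replicates, their log2 fold changes correlated at 0.465 (Spearman 0.404), and simulations of unchanged lines gave 0.449 on average (-0.392 to 0.911). Their covariance was 0.0221, and 0.00558 in the simulations (-0.00298 to 0.0219). With the control arrays divided 2 and 2 between the comparisons, the correlation was 0.279 (0.229 to 0.327) and the covariance 0.0151 (0.0130 to 0.0172).
Of the genes of Table 1, Stc1, Stmn2, Gle1 and Nos1 were not lower in NSC-34/shPGRN than in NSC-34/hPGRN cells. A candidate explanation is that some folds of the table are against control cells. The paper's folds lay nearer to NSC-34/shPGRN against control than against NSC-34/hPGRN cells for 11 of 14 genes (median distance in log2 0.32 and 0.79, exact permutation p = 0.0514), for 9 with the authors' values on a log2 scale (p = 0.0638) and for 13 with an offset of 16 (p = 0.00159), so this cannot be told apart from the comparison the table names. That the background correction hides the falls is argued against, as 0 of the 4 were at least 1.5-fold lower with the authors' values, though Stc1, near background in both lines, has no fold that can be measured. Whether another probe of the gene shows the fall cannot be told apart. While 0 of the 4 had a probe at least 1.5-fold lower, 2 have no second probe past the filter, and a dim second probe of Nos1 was lower with every probe tested (limma log2 fold change -0.44, adjusted p = 0.0319, and 0.0319 to 0.985 over all alternatives), a fold that the offset shrinks.
Other divisions of the same arrays give the level that chance differences between arrays reach, and chance has only that meaning in what follows. Each line is 1 stable line, so these divisions cannot exclude chance differences between independently made lines. For NSC-34/shPGRN against NSC-34/hPGRN and against control cells, 1 of 35 divisions, the real one, gave as many lower or higher genes, with or without the 1.5-fold threshold, and the highest of the others is 0 (limma, adjusted p under 0.05), so chance can be excluded. For the common genes, 2 of 100 random groupings of the 12 arrays gave as many, for lower and for higher genes, the other being a grouping with 83 that keeps the 4 NSC-34/shPGRN arrays together and exchanges 1 control with 1 NSC-34/hPGRN array, so that it follows the real lines. For the 7 lists lower against NSC-34/hPGRN cells, chance can be excluded over all divisions of the arrays taken alike (1 of 35, highest other 5), but by a small margin, since 5 were left without shPGRN replicate 2 and 4 with an estimated correlation. Chance cannot be excluded for the count of 2 higher lists, interferon and mesenchymal genes (14 divisions, highest other 5). Nor can it for the 3 lower against control cells, cytoskeleton, MHC class I and sterol biosynthesis genes (7, highest other 4). The same holds for the 1 lower and 1 higher in NSC-34/hPGRN than in control cells (15 each, highest other 2). Within each line 2 arrays fall into each of 2 array sets that dim probes separate. The division that follows the sets gave 0 lower and 0 higher lists for the arrays of NSC-34/shPGRN and NSC-34/hPGRN cells. Of the 18 divisions that keep the sets even, the real one alone (1) gave as many lower lists (highest other 4), but 18 divisions are too few for a share under 0.05, and 8 gave as many higher ones, the real one among them. Against control cells 3 gave as many lower ones. No list was higher in NSC-34/shPGRN than in control cells in camera (4 at an unadjusted p under 0.05, and 5 in fry), a number all 35 divisions reach, with a highest of 4. No list was over-represented among the common genes either, which all 100 groupings reach.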
